# JMJD3 aids in reprogramming of bone marrow progenitor cells to hepatic phenotype through epigenetic activation of hepatic transcription factors

**DOI:** 10.1371/journal.pone.0173977

**Published:** 2017-03-22

**Authors:** Veena Kochat, Zaffar Equbal, Prakash Baligar, Vikash Kumar, Madhulika Srivastava, Asok Mukhopadhyay

## Abstract

The strictly regulated unidirectional differentiation program in some somatic stem/progenitor cells has been found to be modified in the ectopic site (tissue) undergoing regeneration. In these cases, the lineage barrier is crossed by either heterotypic cell fusion or direct differentiation. Though studies have shown the role of coordinated genetic and epigenetic mechanisms in cellular development and differentiation, how the lineage fate of adult bone marrow progenitor cells (BMPCs) is reprogrammed during liver regeneration and whether this lineage switch is stably maintained are not clearly understood. In the present study, we wanted to decipher genetic and epigenetic mechanisms that involve in lineage reprogramming of BMPCs into hepatocyte-like cells. Here we report dynamic transcriptional change during cellular reprogramming of BMPCs to hepatocytes and dissect the epigenetic switch mechanism of BM cell-mediated liver regeneration after acute injury. Genome-wide gene expression analysis in BM-derived hepatocytes, isolated after 1 month and 5 months of transplantation, showed induction of hepatic transcriptional program and diminishing of donor signatures over the time. The transcriptional reprogramming of BM-derived cells was found to be the result of enrichment of activating marks (H3K4me3 and H3K9Ac) and loss of repressive marks (H3K27me3 and H3K9me3) at the promoters of hepatic transcription factors (HTFs). Further analyses showed that BMPCs possess bivalent histone marks (H3K4me3 and H3K27me3) at the promoters of crucial HTFs. H3K27 methylation dynamics at the HTFs was antagonistically regulated by EZH2 and JMJD3. Preliminary evidence suggests a role of JMJD3 in removal of H3K27me3 mark from promoters of HTFs, thus activating epigenetically poised hepatic genes in BMPCs prior to partial nuclear reprogramming. The importance of JMJD3 in reprogramming of BMPCs to hepatic phenotype was confirmed by inhibiting catalytic function of the enzyme using small molecule GSK-J4. Our results propose a potential role of JMJD3 in lineage conversion of BM cells into hepatic lineage.

## Introduction

Lineage commitment and differentiation of somatic cells have been considered as unidirectional events. However, reports on BM cells’ plasticity, generation of induced pluripotent stem cells (iPSCs) from somatic cells, and direct reprogramming of fibroblasts to other lineages have led to a paradigm shift in this belief [1–5]. Adult BM cells were shown to convert into different lineages, depending on the cellular competency for differentiation and the cues to which they have been exposed [6–8]. BM cells were shown to undergo lineage conversion to hepatocytes through either direct differentiation or cell fusion [6, 9–16]. Using *Cre-LoxP* system in lethally irradiated *FAH*^*-/-*^ transgenic mouse, with high selection pressure for the replacement of hepatocytes, it was confirmed that BM-derived hepatocytes were the product of fusion heterokaryons, generated by polyploidization followed by ploidy reduction [17]. Whereas in other acute injury models, direct differentiation of BM cells into hepatocytes was proposed [11,12]. Irrespective of the pathways followed, nuclear reprogramming of cells was considered inevitable for the fate change event. It was observed that in case of somatic cell nuclear transfer or transcription factors-induced fate change of somatic cells, nuclear reprogramming is associated with sequential silencing of critical genes in the starting cells followed by activation of genes leading to the new fate [18].

The hallmark of nuclear reprogramming is erasure of original epigenetic identity followed by establishment of new epigenetic signatures. Such coordinated epigenetic modifications have an important role in lineage specification, stable gene expression and maintenance of cellular phenotype. Certain marks like acetylation and methylation are present in the N-terminal chains of the histones that constitute the nucleosome which regulate transcription by altering the compactness of chromatin and accessibility of specific genomic regions to transcription factors. Post-translational modifications of histone side chain residues [19] and methylation of DNA [20] at regulatory regions of genes contribute to the stability of chromatin structure that control the expression pattern of lineage specific genes. How the unique lineage gene expression pattern of uncommitted BM cells is refashioned to a hepatic expression program and whether this change is stably maintained *in vivo* is not clearly understood. The only study on gene expression analysis of BM-derived hepatocytes through genome-wide expression analysis described the formation of intermediate cells that differ from the hematopoietic and hepatocyte lineages, but no epigenetic modifications in these cells were investigated [21]. We have shown earlier that uncommitted syngeneic or allogeneic donor BM progenitor cells (Lin^-^) are involved in liver regeneration by engraftment and lineage conversion in acute liver injury model of hemophilia A mouse leading to therapeutic correction [12, 22]. Lin^-^ cells are composed of both Lin^-^CD45^+^ and Lin^-^CD45^-^ fractions, both fractions are important for functional regeneration of liver parenchyma and non-parenchyma, without that hemophilic mouse would not survive. Since BM cells have been used in many clinical trials for the treatment of liver diseases, it is imperative to understand the molecular and functional basis of liver regeneration by BM-derived cells. Male hemophilia A (HA) mice do not synthesize functional factor VIII, so die as a result of blood loss. Our previous studies confirmed the functional improvement of mice as donor derived cells not only involved in the repairmen of damage liver but also they synthesize active factor VIII [12,22]. We hypothesize that erasure of original epigenetic signatures followed by establishment of new epigenetic marks at lineage specific gene promoters by chromatin modifying enzymes, induced in the injured liver micro-environment, direct the change in transcriptional program of uncommitted BM cells in hepatic gene expression program. To test our hypothesis we performed comprehensive transcriptional profiling to analyze change in gene expression that accompany reprogramming of BMPCs to hepatocyte-like cells during liver regeneration in acute liver injury model of HA mice. We also determined the change in histone modifications at lineage specific gene promoters and the role of chromatin modifying enzymes in facilitating the induction and maintenance of nuclear reprogramming in BM-derived hepatic cells. Our findings, for the first time, provide new insights into chromatin dynamics that regulate the transcriptional reprogramming mechanisms occur in BMPCs during commitment to hepatocyte-like lineage.

## Materials and methods

### Isolation and transplantation of BM cells

Acute liver injury was induced in six to eight weeks old hemophilia A (HA) male mice [B6;129S4-F8^tm1Kaz^/J] by administering acetaminophen (500 mg/kg body weight) through intra-peritoneal injection. Bone marrow cells were isolated from healthy femurs and tibiae of 6–8 weeks old female eGFP-expressing Bl6/J [C57Bl6/J-Tg(UBCGFP) 30Scha/J] mice from which Lin^-^ cells were separated by MACS following a negative selection method using mouse hematopoietic progenitor cell enrichment kit (Stem Cell Technologies, Vancouver, British Columbia, Canada) which consist of antibody cocktail containing CD5, CD11b, CD19, CD45R, 7–4, Ly-6G/C (Gr-1) and Ter119 antibodies. Before harvesting bone marrow cells, euthanasia of mice was carried out by inhaling excess CO_2_. Within 30 h of liver injury, 0.25 × 10^6^ Lin^-^ eGFP cells were transplanted into HA mice through tail vein. CD45^+^ and CD45^-^ cells were isolated from the Lin^-^ eGFP cells using FACS Aria III (BD Biosciences, San Diego, CA) and 0.125 × 10^6^ cells were transplanted in each mouse. Animals were procured from The Jackson Laboratories; all experiments were conducted as per procedures approved by the Institutional Animal Ethics Committee, National Institute of Immunology, New Delhi.

### Isolation of hepatocytes

Mice were anesthetized by intraperitoneal injection of ketamine (100 mg/kg) and xylazine (10 mg/kg). In step I, the liver was perfused with Ca^2+^/Mg^2+^ ion-free HBSS buffer (25 ml) containing 0.5 mM EGTA, 25 mM HEPES at 37°C for 15 min. In the step II, 25 ml of the HBSS buffer, lacking EGTA, but containing 0.15 mg/ml collagenase I and 5 mM CaCl_2_ was used for perfusion. The liver capsule was incised and single-cell suspension was prepared in RPMI-1640 containing 10% FBS and separated through 100 μm cell strainer. Cell suspension was centrifuged at 50*g* for 5 minutes to isolate hepatocytes from non-parenchyma cells. Donor BM-derived hepatocytes were isolated from single cell suspension on the basis of eGFP-expression using FACS Aria III (BD Biosciences, San Diego, CA). The sorted cells were confirmed as hepatocytes by staining with anti-albumin antibody. These BM-derived hepatocytes were used for microarray and gene expression analysis, FISH and ChIP.

### Immunostaining of cells/tissues

The cells or tissue sections fixed with 4% para-formaldehyde were permeabilized with 0.1% saponin in PBS for 30 minutes and blocked with 3% gelatin solution for 1 hour. Cells/tissues were incubated for 1 hour at room temperature or 10 hours at 4°C with primary antibodies. After washing, samples were counter-stained with secondary antibodies for 1 hour. The primary antibodies used for immuno-histocmical/ immuno-cytochemical analyis were APC conjugated anti-CD45 (eBioscience, San Diego, CA); anti-GFP (Clontech-Takara Bio Company, Kyoto, Japan); anti-albumin (Bethyl Laboratories, Montgomery, USA); anti-HNF4α, anti-E-cadherin, anti-CK18 (Santa Cruz Biotechnology, Santa Cruz, CA); anti-JMJD3, anti-EZH2, anti-H3K27me3 (Abcam, Cambridge, UK). Secondary antibodies used were donkey anti-mouse Alexa fluor 488, donkey anti-goat Alexa fluor 594, donkey anti-rabbit Alexa fluor 594, donkey anti-goat Alexa fluor 488 (Molecular Probes Inc., Eugene, USA). Washed cells/sections were treated with 4’,6-diamidino-2-phenylindole, DAPI (10 μg/ml) and mounted using ProLongR anti-fade (Molecular Probes Inc., Eugene, Oregon, USA). Immuno-stained cells/sections were observed under Olympus fluorescence microscope (Model IX51) and images were acquired by DP70 digital camera (Tokyo, Japan) using Image Pro software (Media Cybernetics, Inc., Rockville, MD). High-magnification images were taken with a Zeiss LSM 510 META confocal laser-scanning microscope (Carl Zeiss, Oberkochen, Germany) using a Plan-Apochromat 63×/1.4 oil objective with LSM 510 software for image acquisition and Zeiss LSM Image browser version 4.2.0.121 for processing.

### Fluorescent in situ hybridization for X,Y chromosome

Sorted hepatocytes were treated with 0.56% KCl at 37°C for 45 minutes, fixed with Methanol:Acetic acid (3:1) and dropped on chilled slides to obtain a uniform spread. Cells were fixed with 70% Acetic acid and dehydrated in series of alcohol (70%, 90% and 100%). Cells were digested with 0.1 mg/ml pepsin/0.01N HCl for 30 minutes at 37°C. Nuclei were fixed with 1% PFA, dehydrated and denatured in 70% formamide/2×SSC at 76°C for 6 minutes. Poseidon^™^ RAB9B (XqF1) / WC Y mouse probes were denatured at 90°C for 10 minutes and added to sample and sealed. Hybridization was carried out at 37°C for 12–18 hours in a humidified chamber. Slides were washed in 0.4 x SSC/0.3% NP-40 at 72°C followed by 2 x SSC/0.1% NP-40 at RT. Slides were dehydrated and nuclei were counterstained with DAPI at 10 μg/ml concentration. Samples were mounted with ProLongR anti-fade and scored using an upright Olympus BX51 fluorescence microscope (1000×). CytoVisionTM and GenusTM imaging softwares (Applied Imaging, CA) were used to capture the images.

### Relative quantification of genes by real-time PCR

Total RNA was isolated from cells using TRIZOL^®^ Reagent (Invitrogen, Carlsbad, CA, USA) or RNAqueous Micro RNA isolation kit (Ambion^®^ Life Technologies, USA). The RNA isolated by both the methods was treated with DNase (Ambion^®^ Life Technologies, USA) to remove contaminating genomic DNA. cDNA was synthesized with the High capacity cDNA Reverse transcription kit from Applied Biosystems (Foster City, CA, USA). Real-time qPCR was performed by SYBR Green technology (Takyon Low ROX SYBR mix, Eurogentec) and Stratagene MxPro 3000 instrument (Agilent Technologies, USA) in cDNA from isolated samples. Primers used are given in S1 Table. The relative fold change in expression of gene of interest in samples with respect to calibrator was calculated using the formula 2^-ΔΔCt^.

### Microarray hybridization and data analysis

Microarray hybridization was conducted on arrays (AMADID 28005 & 26986) using Agilent Platform (Agilent Technologies, CA) and data was analyzed using GeneSpring GX software by Genotypics Pvt Ltd, Bangalore, India. The sample labeling was performed using Quick-Amp Labeling Kit, One Color (Agilent Technologies, CA, USA). cRNA was generated by *in vitro* transcription and the dye Cy3 CTP incorporated. The Cyanine 3-CTP labeled cRNA sample was purified using Qiagen RNeasy column (Qiagen, Limberg, Netherlands). For hybridization, labeled Cyanine 3-CTP cRNAs were fragmented to an average size of approximately 50 to 100 nucleotides hybridized onto array (AMADID 28005 & 26986). The hybridization was carried out at 65°C for 16 hours and the slides were washed and scanned using Agilent Scanner (Agilent Technologies). Data extraction from Images was done using Agilent Feature Extraction software Version 11.5.1.1. Images were quantified using Feature Extraction Software (Version-11.5, Agilent). Feature extracted raw data was analyzed using GeneSpring GX software from Agilent.

Normalization of the data was done in GeneSpring GX using the 75th percentile shift. Differential expression patterns were identified among the samples. Significant genes up regulated fold > 0.6 (logbase2) and down regulated <-0.6 (logbase2) in the test samples with respect to control sample were identified. ‘p’ value of statistical student t-test among the replicates was calculated based on volcano plot algorithm. Differentially regulated genes were clustered using hierarchical clustering based on Pearson coefficient correlation algorithm to identify significant gene expression patterns. Pathway analysis for the differentially regulated genes was performed using Genotypic Biointerpreter-Biological Analysis Software. The Significant functional classification of differentially regulated genes was performed using GeneSpring GX software gene ontology and Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7. R program was used to generate scatter plots of log2 transformed expression values. Raw data is deposited in GEO data base (accession ID: GSE73543).

### Chromatin Immuno-Precipitation (ChIP)

Cells were pelleted and resuspended in 500 μl of PBS containing 20 mM sodium butyrate. Cells were fixed at room temperature with 1% formaldehyde for 8 minutes, and then quenched with 1.25 M glycine. Cells were sonicated using Misonix sonicator under the following conditions to obtain chromatin fragments between 200–700 bp size: Hepatocytes– 65 Amplitude (4 pulses with 1 minute interval between each pulse which was of 16 seconds with 1 second on and 1 second off); Lin^-^ BM cells– 40 Amplitude (1 pulse of 10 minutes with 30 seconds on and 30 seconds off). ChIP was performed using Low cell ChIP kit from Diagenode (Seraing, Belgium) according to the manufacturer’s protocol using the specific antibodies. Antibodies used for ChIP (anti-JMJD3, anti-EZH2, anti-H3K4me3, anti-H3K9Ac, anti-H3K9me3, anti-H3K27me3, rabbit IgG) were procured from Abcam (Cambridge, UK). Analysis of ChIP samples was carried out by real-time qPCR using the primers (S2 Table) and the efficiency of chromatin immuno-precipitation was calculated as percentage of input (ChIP/Total input) = 2^[(Ct(1% input)–log_2_ (dilution factor))—Ct(ChIP)]^ x 100%.

### *In vitro* hepatic differentiation of Lin^-^ BM cells

Lin^-^ BM cells were cultured in the presence of Williams E medium (Gibco-BRL) containing 10% fetal bovine serum, 1× insulin-transferrin-selenium supplement (Invitrogen, CA), 20 ng/ml hepatocyte growth factor, 30 ng/ml oncostatin M, 10 ng/ml epidermal growth factor (R & D Systems, Minneapolis, Minnesota, USA), 10^-8^M dexamethasone, 10^-4^M ascorbic acid-2-phosphate (Sigma- Aldrich). Depending on the nature of the experiment, 100 nM GSK-J4 (Sigma-Aldrich) was added in the medium. Prior to culture, plates were coated with laminin-hyaluronic acid-collagen I.

### Periodic acid–Schiff staining for liver glycogen

Staining was performed using PAS reagent (Sigma Aldrich). Culture medium was removed and adhered cells were washed with PBS and air dried. Cells were then fixed with formalin-ethanol fixative for 1 minute at room temperature and rinsed with tap water. Periodic acid was added to cells and left for 5 minutes at room temperature. Cells were washed with distilled water, Schiffs reagent added and left for another 15 minutes at room temperature. Cells were washed and counterstained with hematoxylin for 90 seconds, washed with tap water, air dried and examined microscopically.

### Indocyanin Green (ICG) uptake and release

Indocyanin green dye (Sigma Aldrich) was added to the cells in culture at a concentration of 1 mg/ml and incubated at 37°C for 1 h. Medium with ICG was discarded and cells were washed with PBS and observed under microscope for cellular uptake of ICG. After that cells were further cultured in fresh medium 6 h at 37°C. The PBS-washed cells were observed again under microscope for release of the dye.

### Statistics

Results of multiple experiments were reported as mean ± SEM. Student’s t-test was carried out to calculate the significance between the means of both groups and p < 0.05 was considered as significant. All analyses were carried out using GraphPad Prism software, Version 5.02.

## Results

### Lin^-^ BM cells undergo partial reprogramming to form hepatocyte-like cells

After 5 months of transplantation (Tx) of eGFP-expressing Lin^-^ BMCs from female to hemophilia A (HA) male mice, the immuno-histochemical analysis of liver sections revealed the presence of donor-derived cells expressing hepatic markers, like albumin and HNF4α (Fig 1A, upper and middle panel). GFP^+^ cells that morphologically resembled hepatocytes did not express CD45, whereas few donor-derived non-parenchyma cells retained CD45 antigen expression (Fig 1A, lower panel). To ensure that the donor-derived cells lost mesenchymal phenotype, the liver sections were further stained for vimentin. The result confirmed that engrafted donor cells lost mesenchymal phenotype as they do not express vimentin protein (S1 Fig).

**Fig 1:**
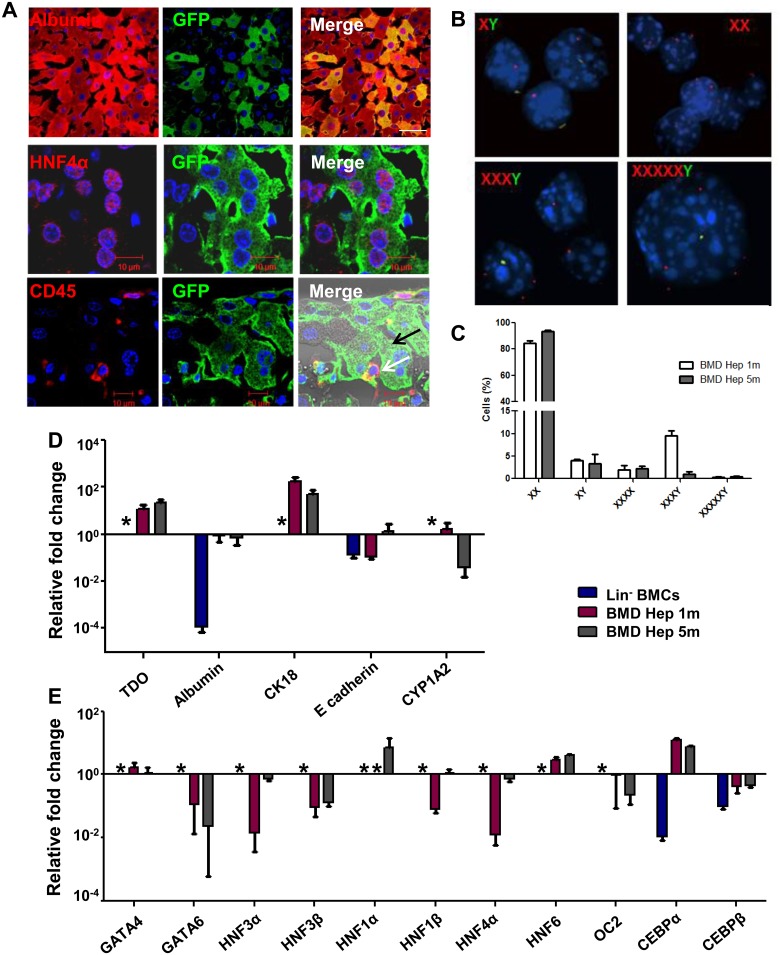
Generation of hepatocyte-like cells from Lin^-^ BM cells. (A) Immuno-histochemical analysis of recipient mice liver sections after transplantation. *Upper panel*: Images (600× magnification) showing donor derived hepatocytes (anti-GFP/donkey anti-mouse Alexa fluor 488 and anti-albumin /donkey anti-goat Alexa fluor 594). *Middle panel*: Images (630×2.8 zoom magnification) showing donor derived hepatocytes (anti-GFP/donkey anti-mouse Alexa fluor 488 and anti-HNF4α /donkey anti-goat Alexa fluor 594). *Lower panel*: IHC analysis of liver sections (630× magnification) from recipient showing donor derived hepatocytes which shows no CD45 expression (black arrow) and CD45 expressing non-parenchymal cells (white arrow). Number of experiment = 3. (B) Interphase FISH analysis of X and Y chromosome in BM-derived hepatocytes after 5 month of transplantation. The cells were analyzed for the presence of X (Red, platinum bright 550) and Y (Green, platinum bright 495) chromosomes in the nuclei (blue). (C) Cytogenetic analysis showing the percentage of donor cells that did not contain Y chromosome. Number of experiment = 3 (each experiment was based on pooled cells of 3 mice). (D) RT-qPCR analysis showing expressions of hepatic marker genes in BM-derived hepatocytes relative to expression in primary hepatocytes. Number of experiment = 3 (each experiment was based on pooled cells of 3 mice). (E) RT-qPCR analysis showing expression of various hepatic transcription factors in BM-derived hepatocytes relative to expression in primary hepatocytes. Number of experiment = 3 (each experiment was based on pooled cells of 3 mice). * No Ct.

To investigate the chromosomal status of BM-derived hepatic cells, we performed fluorescent *in situ* hybridization (FISH) to identify XY chromosomes in sorted donor-derived cells (S2 Fig) after 1 and 5 months of Tx. Five month samples mostly possessed distinct nuclei with XX chromosomes (Fig 1B, *top right*), whereas few nuclei bearing multiple X chromosomes along with Y chromosome were also observed (Fig 1B, *bottom*). Cytogenetic analysis using 500 nuclei per mice revealed 10% of total donor-derived cells got fused with recipient cells that contained multiple X chromosomes along with Y chromosome. Whereas, remaining 90% of these were devoid of Y chromosome, suggesting that most of these donor-derived hepatic cells possessed female chromosome (Fig 1C). After 5 months of Tx, the fusion hybrids were reduced to about 3%. Thus, BM-derived hepatic cells after 5 months of transplantation were found to be highly homogeneous with respect to X chromosome content. We presume that these multiple X chromosomes bearing donor-derived hepatic cells were formed from the pathway of ploidy reduction during division of fusion hybrids between donor BM and host hepatic cells or by direct differentiation of BM cells or by combination of both in present experimental model.

To examine time dependent maturation of BM-derived hepatic cells, we conducted comparative gene expression analyses of few liver specific markers (*TDO*, *Albumin*, *CK18*, *E-cadherin and CYP1A2*) and major hepatic transcription factors (*GATA4*, *GATA6*, *HNF3α*, *HNF3β*, *HNF1α*, *HNF1β*, *HNF4α*, *HNF6*, *OC-2*) in Lin^-^ BM cells and BM-derived hepatic cells with respect to primary hepatocytes. The expressions of these genes were observed in BM-derived hepatocytes albeit to varying degrees (Fig 1D and 1E). These results suggested that an endodermal transcriptional switch reprogrammed Lin^-^ BM cells to hepatocyte-like cells.

### Genome-wide transcriptional remodeling occurs in BM-derived hepatocytes within one month of transplantation

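Gene expression was measured on 1-colour Agilent arrays in 4 groups: Lin- BM cells (arrays L3 and L4), primary hepatocytes (H2 and H4), and BM-derived hepatocytes sorted 1 month (B1 and B2) and 5 months (G1 and G3) after transplantation. Each group had 2 arrays, and the legend of Fig 2 gives pooled cells of 3 mice for each experiment. The arrays of Lin- BM cells and 1-month hepatocytes lay on one slide, and those of primary hepatocytes and 5-month hepatocytes on another slide with another array design. Slide, design and scan day therefore differ together in every comparison except 1 month with Lin- BM cells and 5 months with primary hepatocytes. Feature Extraction had subtracted the background of each spot, and the authors had then shifted the log2 signals so that the upper quartile of every array lay near 0. Between 47.7% and 58.6% of the spots of an array were well above background, and no spot was saturated. The designs held 61307 and 55681 probes, of which 13991 had the same sequence on both. For every comparison across slides these shared probes were used, on the log2 scale and with the 75th percentile of each array subtracted. A probe was kept when it was well above background on both arrays of at least 1 group, and each of the 9225 genes left was read from its brightest probe. Groups were compared with limma, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05 with a log2 change beyond 0.6 in size, the limit given in the methods. Genes without a shared probe were read from all probes of their design, within 1 slide only. For a group in which neither array was well above background, only a lower bound of the fold change is given. With 2 arrays per group the precision is limited by their number, and an exact two-sided permutation test of 2 against 2 cannot go below 0.33.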

Whole genome microarray analysis was performed to characterize the global transcriptional profile of BM-derived hepatocytes. 

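Across the 9225 genes, the Lin- BM cell arrays had correlations of 0.530 to 0.576 (Pearson's r) with the arrays of the other groups. Arrays of 1 group had correlations of 0.972 (Lin- BM cells), 0.977 (primary hepatocytes), 0.981 (1 month) and 0.990 (5 months). The 5-month arrays were at 0.971 to 0.974 with primary hepatocytes, and the 1-month arrays at 0.945 to 0.952, although the latter comparison runs across slides. These correlations are across genes, which are not independent replicates. Average linkage clustering on 1 minus r placed the Lin- BM cells apart, joined the 5-month arrays with primary hepatocytes, and added the 1-month arrays next. The 6 other ways of processing gave the same order of joining. Without the filter on dim probes the mean correlation of Lin- BM cells with the other groups moved most, from 0.557 to 0.757.

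**Figure D1:**
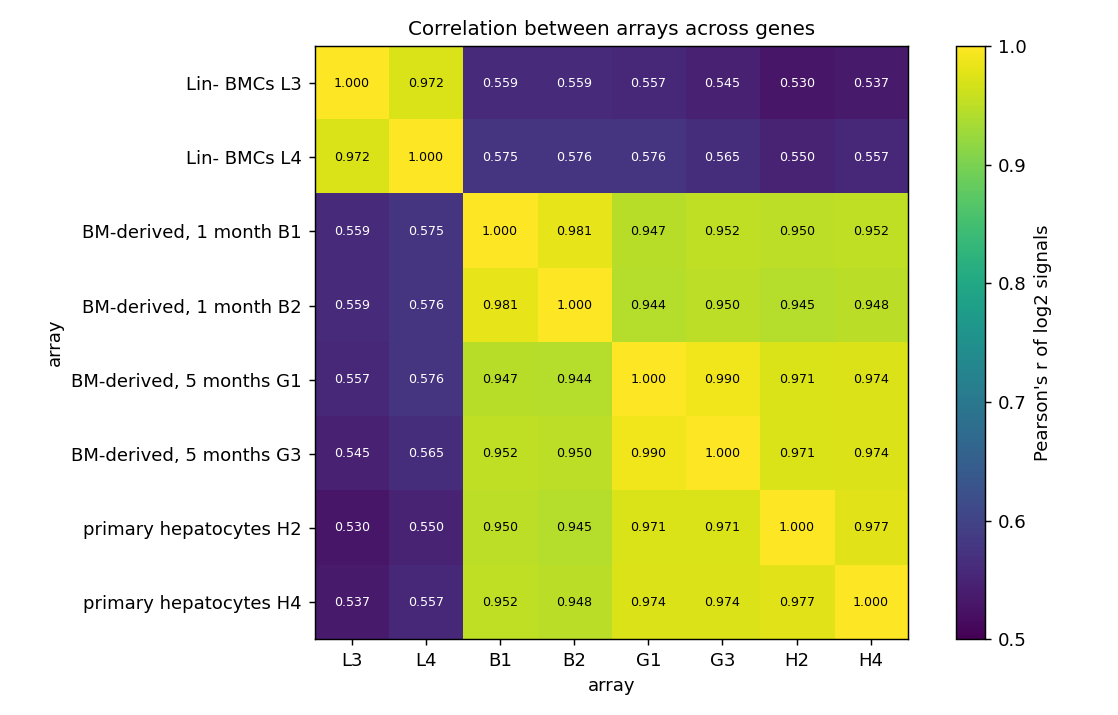
Pearson's r between the log2 signals of each pair of the 8 arrays across 9225 genes, with the arrays on both axes and the colour giving r. The Lin- BM cell arrays stay at or below 0.576 with every other group.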

The Lin^-^ BM cells clustered separately from the primary hepatocytes and BM-derived hepatocytes, whereas later two clustered together indicating that BM-derived hepatocytes were closer to primary hepatocytes in gene expression profile (S3A Fig). 

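Against Lin- BM cells, 2844 genes were higher and 2941 lower at 1 month, and 2704 were higher and 3488 lower at 5 months. At 1 month, where both groups share a slide, 49.2% of the calls were higher. With normexp background correction this share was 65.2% (3950 higher and 2106 lower), and without the filter on dim probes it was 62.4%. The first of these settings moved the median change of all genes at 1 month from -0.03 to 0.41 and the second to 0.55. With all probes of the slide, 8223 of 28517 genes were higher and 7548 lower. At 5 months 43.7% of the calls were higher, and 42.8% without the filter on dim probes. This share was 51.2% with normexp background correction (2669 higher and 2543 lower). It was 48.6% with the 75th percentile taken over all probes of the design, so the excess of lower calls at 5 months depends on the processing. Among genes well above background on all arrays compared, the largest rises at 1 month were those of Akr1c6, Ahsg, Gsta3, Azgp1 and Proc, and the largest falls those of Mki67, Dusp2, Mcm6, Ctsg and Mns1. Akr1c6 rose by 14.34 on the log2 scale (SE 0.22, n = 2, adjusted p = 1.2e-07), while Mki67 fell by 8.50 (SE 0.91, n = 2, adjusted p = 3.12e-04). The 5-month comparison, which runs across slides, had its largest rises in Akr1c6, Ahsg, Azgp1, Hpx and Proc and its largest falls in Spn, Gfi1b, Fut7, Mbp and Mns1.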

Differential gene clustering also revealed the dynamic trend in expression profiles of various gene clusters during mesodermal to hepatic lineage conversion (S3A Fig). Global gene analyses also revealed that differential gene expression was observed in BM-derived hepatocytes post 1 month of Tx, which was also noticed at a later time point suggesting that lineage conversion occurred very early under permissive micro-environment cues (S3B Fig). 

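Of the genes higher at 1 month, 2227 were also higher at 5 months (78.3%), and of those lower, 2544 were also lower (86.5%). Another 113 genes were called in opposite directions. The changes at both time points are measured against the same Lin- BM cell arrays, which makes them similar even in unchanged groups. The correlation of the changes was 0.943, against a mean of 0.499 in 50 simulations of unchanged groups. Similarly, 84.3% of genes moved in the same direction, against 66.7% in the simulations. With each array left out in turn, 1896 to 2079 genes were higher at both time points and 2168 to 2301 lower.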

Gene ontology analysis showed that the up-regulated genes in BM-derived hepatocytes belonging to major metabolic process (*Aldh8a1*, *Sc5d*, *Hmgcr*, *Cyp2d9*, etc.) and acute inflammatory response (*CRP*, *C9*, etc.) 

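Genes named for these functions were compared with Lin- BM cells. Aldh8a1, on chromosome 10 of GRCm38 from 21377300 to 21396578, rose by 9.58 on the log2 scale (SE 0.21, n = 2, adjusted p = 2.7e-07) and by 9.60 at 5 months. Its mean log2 signal went from -4.34 ± 0.11 in Lin- BM cells to 5.24 ± 0.06 at 1 month (SD, n = 2). The rise of Sc5d was 5.24 (SE 0.33, adjusted p = 2.97e-05) at 1 month and 5.88 at 5 months. Cyp2d9 had no shared probe, and on the slide of Lin- BM cells it rose by 9.83 (SE 0.26, adjusted p = 6.5e-05) at 1 month. C9 was not well above background in Lin- BM cells and was at least 47.1-fold higher at 1 month, by the lowest signals above background over all probes of the slide. By those over the shared probes it was at least 834-fold higher at 5 months. Crp, which had no shared probe either, was at least 149-fold higher at 1 month. All of these calls held under every other setting and with each array left out. The values at 5 months are across slides.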

(S4A and S4B Fig). 

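Acadm, on chromosome 3 of GRCm38 from 153922353 to 153944643, was higher than in Lin- BM cells at 1 month by 3.05 on the log2 scale (SE 0.24, n = 2, adjusted p = 8.11e-05) and at 5 months by 2.36 (adjusted p = 2.15e-04). With each array left out, these changes were 2.80 to 3.30 and 2.11 to 2.61. Hmgcs1 had no probe in common to both designs. On its slide it rose by 5.09 at 1 month (SE 0.32, adjusted p = 5.18e-04), with the second probe of the gene moving the same way. At 5 months it could only be compared with primary hepatocytes, from which it differed by 0.86 (SE 0.67, adjusted p = 0.626), within the spread between arrays.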

The commonly up-regulated genes in BM-derived hepatocytes after 1 and 5 months of Tx are mainly involved in lipid and steroid metabolism, like *Acadm* and *Hmgcs1* (S4C Fig). The major down-regulated genes in BM-derived hepatocytes were involved in leukocyte activation (*Stat5α*, *Jag2*, etc.), cell cycle and cell division (*Cdk6*, *E2F4*, etc.), transcriptional regulation (*Creb1*, *Tcf4*, etc.) and chromatin organization (*Cbx4*, *Ino80*, etc.) as shown in S5A and S5B Fig. The commonly down-regulated genes in BM-derived hepatocytes after 1 and 5 months of transplantation were found to be involved in DNA and RNA synthesis, processing (*Cbx4*, *RNASEL*, etc.) and chromosome reorganization (*Arid1α*, *Cbx7*, etc.) 

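Of the genes named for cell cycle and transcription, Cdk6 fell by 2.60 on the log2 scale between Lin- BM cells and 1 month (SE 0.38, n = 2, adjusted p = 5.3e-03) and Tcf4 by 2.25 (adjusted p = 6.81e-03). Stat5a fell by 2.37 (SE 0.53, adjusted p = 0.0173). These 3 had no shared probe and were compared with Lin- BM cells within the slide only. The call of Stat5a was lost without Lin- BM cell array L4 (-1.74) and without 1-month array B2, settings added after seeing the data. Jag2 was at least 3.54-fold lower at 1 month within the slide, and at least 6-fold lower at 5 months by the shared probe. Creb1 had -2.17 at 1 month by its brightest probe on the slide (adjusted p = 3.31e-03), and its 2 other probes moved the same way. E2f4 was at least 5.57-fold lower at 1 month within the slide, with -2.50 (adjusted p = 0.0185) at 5 months. With normexp background correction, E2f4 (-0.40) and Jag2 (-0.23) were no longer called at 1 month, nor Jag2 at 5 months (-0.87). The 5-month call of E2f4 was lost without any 1 of arrays L4, G1 and G3 and with quantile normalization (-2.17). Ino80 had -3.55 at 1 month (SE 0.70, adjusted p = 4.42e-03), where 1 of the 2 arrays was well above background, and -1.15 by its brightest probe on the slide. It had -1.38 at 5 months (adjusted p = 0.12), which was not called.

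**Figure D2:**
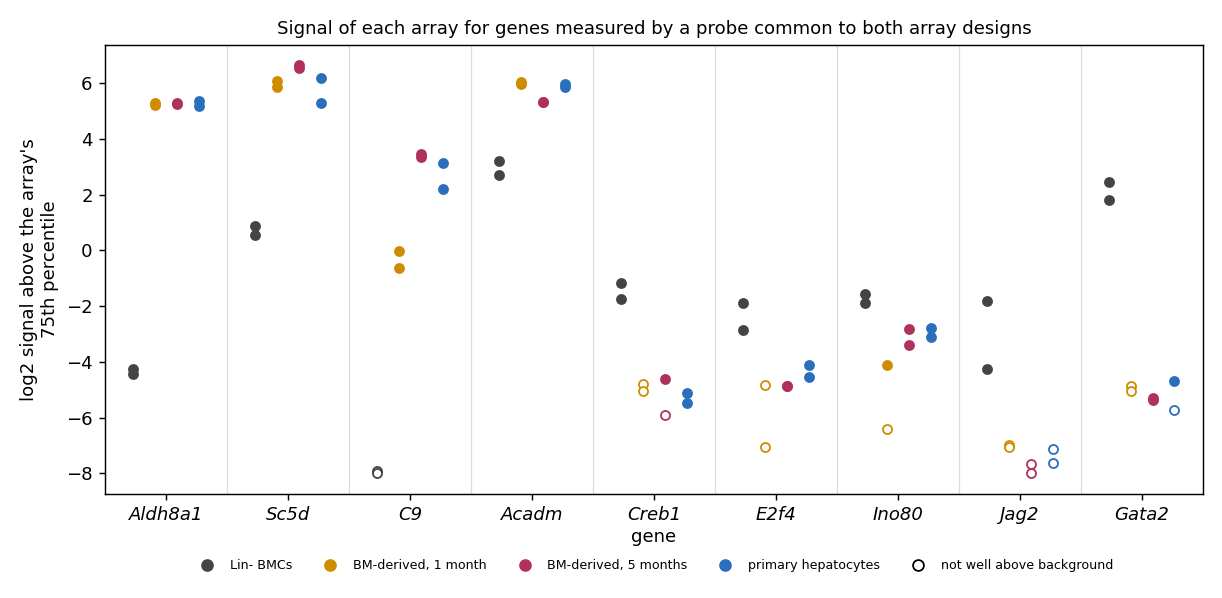
Log2 signal above the 75th percentile of the array (vertical axis) for 9 genes with a shared probe (horizontal axis), with 1 point per array, coloured by group; open points are not well above background. Aldh8a1 lies between 5.19 and 5.37 on every hepatocyte array and below -4.2 on both Lin- BM cell arrays.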

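Arid1a and Cbx7 had no shared probe and could be followed to 1 month only. Arid1a fell by 1.84 on the log2 scale (SE 0.28, n = 2, adjusted p = 5.56e-03). Cbx7 fell by 1.15 (SE 0.69, adjusted p = 0.211), which was not called, and its change with each array left out was -2.14 to -0.16.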

(S5C Fig).

Transcriptional profiling showed that hepatic TFs and functional genes involved in metabolism, epithelial morphogenesis and secretory functions were upregulated in BM derived hepatocytes, whereas hematopoietic and mesenchymal genes were down-regulated relative to that in Lin^-^ cells (Fig 2A). 

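For the genes shown in Fig 2A, all probes of the slide of Lin- BM cells were used. At 1 month, 9 of 9 hepatic transcription factors and 23 of 23 metabolism genes were higher than in Lin- BM cells. So were 13 of 13 epithelial genes and 11 of 11 acute phase genes, and all of these genes were called. All 21 hematopoietic genes were lower, 20 of them called, and all 12 mesenchymal genes were lower, 10 of them called. The numbers called when adjusted over the list alone were 20 and 12, but the study chose these lists on the same samples. With normexp background correction, 2 of the 21 hematopoietic and 1 of the 12 mesenchymal genes changed direction. At 5 months the genes with a shared probe were measured across slides. Called higher were 3 of 3 hepatic transcription factors, 11 of 11 metabolism, 8 of 8 epithelial and 8 of 8 acute phase genes. Of the others, 8 of 10 hematopoietic and 5 of 6 mesenchymal genes were called lower.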

On further analysis of genes with functional significance in hepatocytes by ‘R’ program, an induction of expression of genes involving metabolism, epithelial morphogenesis and secretory proteins were seen in BM-derived hepatic cells when compared to Lin^-^ BM cells within 1 month of Tx (Fig 2B). 

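The squared correlation of the mean log2 signals of 1-month hepatocytes and Lin- BM cells, taken across all genes tested, was 0.330. It was 0.304 between primary hepatocytes and Lin- BM cells. The mean absolute log2 difference from Lin- BM cells was 2.12 at 1 month. For the lists of genes, camera (preset correlation between genes) gave adjusted p of 2.64e-13 for metabolism, 1.96e-06 for epithelial and 4.3e-07 for acute phase genes. The study chose these lists on the same samples, so their p-values restate that choice and are no separate evidence. Of 29 lists tested in this comparison, 22 were called by camera, and all 22 were also called by fry, which estimates the correlation. Lists of genes the paper names from these arrays are among the 29, with the same limit.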

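Between 5-month and primary hepatocytes, which share a slide, the squared correlation of the mean log2 signals was 0.961 across 9225 genes, and 0.947 to 0.957 with each array left out. Within the slide, across the genes of Fig 2A, it was 0.968 for 23 metabolism genes, 0.958 for 13 epithelial genes and 0.956 for 11 acute phase genes. It was 0.955 across 19908 genes, so the listed genes were close to genes at large. In this comparison 51 genes were higher and 45 lower at 5 months, while 1193 genes had an unadjusted p under 0.05. Most of these calls were lost with either 5-month array left out, but the changes themselves moved less. Clec2h was at 5.23 with all arrays, 5.26 without G1 and 5.20 without G3. Rad51b was at -5.65, -6.01 and -5.29 in the same order. A group of 1 array has less power, so a lost call does not show that a single array carried it. In simulated data with the real spread, 33.0% of log2 changes of 2 and 0.0% of log2 changes of 1 were called, so an uncalled gene need not be equal in both groups. None of these listed genes was called by limma. The largest rises were those of Clec2h, Fam25c, Tff3, Sugct and Rprd1b, and the largest falls those of Myom2, Rad51b, Igsf23, Gdpd3 and Abhd1. Myom2 fell by 8.37 on the log2 scale (SE 0.38, n = 2, adjusted p = 6.1e-04). Of these 10 calls, those of Myom2 and Abhd1 held with each array left out. The other 8 were lost without G1 and, apart from Gdpd3, also without G3, and Rprd1b fell to 1.75, uncalled, with the mean of its probes.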

Interestingly, analysis by ‘R’ program also showed a high degree of similarity in expression of above functional genes in 5 months samples of BM-derived hepatocytes and primary hepatocytes (Fig 2C). 

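Of the 21 hematopoietic genes of Fig 2A, 17 were well above background on both 5-month arrays. So were 15 of 21 on both primary hepatocyte arrays of the same slide. Among the 17 genes tested there, 9 were higher at 5 months and 8 lower, with a median log2 change of 0.07, and 0 were called by limma over all genes, with 1 when adjusted over the list alone. The genes of S6 Fig are not named in the paper's text and were not analysed here.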

Subsequent analysis revealed that BM-derived hepatocytes retained expression of certain genes that have functional significance in hematopoietic system like cytokines receptors and chemokine signaling pathways (S6A and S6B Fig). These results suggest that BM-derived cells progressively matured to primary hepatocyte-like cells.

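Against primary hepatocytes, 1549 genes were called at 1 month (1076 higher and 473 lower), compared with 96 at 5 months. The counts cannot be compared directly, because the 1-month arrays lie on another slide than the primary hepatocytes, so slide and time point cannot be told apart. Between 5 months and 1 month, 535 genes were higher and 1040 lower, also across slides. The squared correlation with primary hepatocytes was 0.920 at 1 month. Leaving out single arrays lowered the 1-month count to between 570 (without B2) and 1012 (without H4), and the count between time points to between 337 (without G1) and 767 (without B1). Normexp background correction raised these counts to 2435 and 2703. The largest differences of 1-month from primary hepatocytes included Cxcl10, at 5.60 on the log2 scale (SE 1.09, n = 2, adjusted p = 0.0195), whose call was lost without H2 or H4 and whose size was 3.67 without B1 and 7.53 without B2, and Aldh1b1, at -4.86 (SE 0.46, adjusted p = 3e-03). Slc4a7, Olfr441, Olfr123 and Olfr1384 were the other genes with the largest rises, and Sds, Gm7189, Disc1 and Igfbp4 those with the largest falls. From its array results the paper proposes a progressive maturation of the BM-derived cells.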

**Fig 2:**
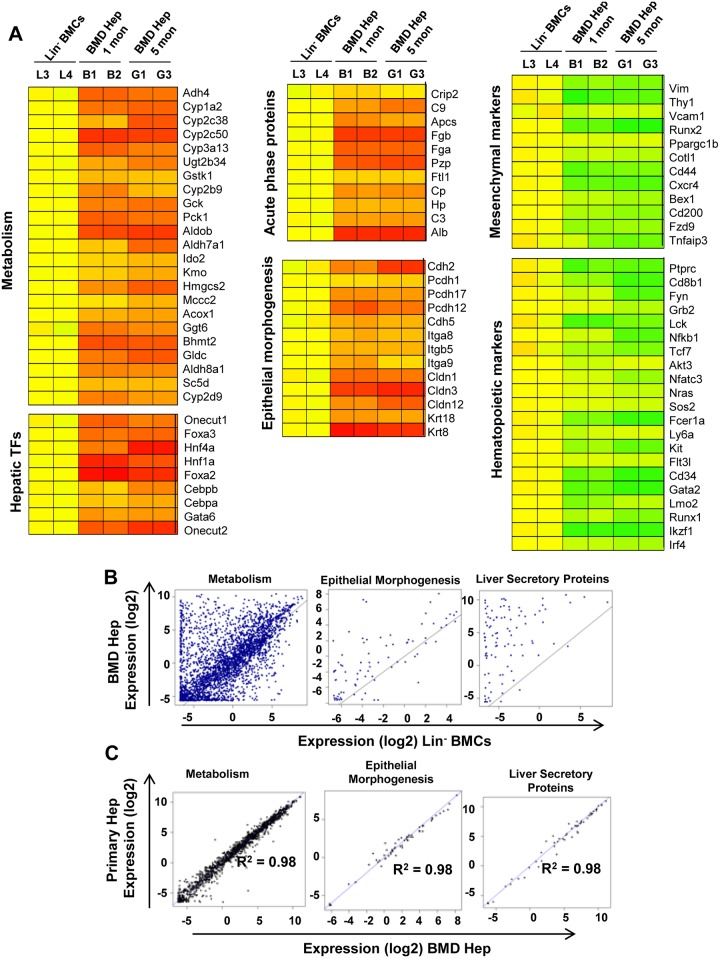
Genome-wide transcriptional remodeling in BM-derived hepatocytes relative to Lin^-^ BM cells. (A) Heat map of differentially regulated hepatocyte-specific functional genes and mesenchymal and hematopoietic lineage specific genes in BM derived hepatocytes– 1 month (B1, B2) and 5 month (G1, G3) with respect to control–Lin^-^ BMCs (L3, L4). (B) Scatter plot analysis generated by R program comparing the log2 transformed normalized expression values of the filtered genes in Lin^-^ BMCs and BM-derived hepatocytes (1 month). (C) Scatter plot analysis generated by ‘R’ program comparing the log2 transformed normalized expression values of the filtered genes in primary and BM-derived hepatocytes (5 month). Number of experiment = 2 (each experiment was based on pooled cells of 3 mice).

The real time PCR results validated microarray data and ensured similarity in major functional gene expressions among BM-derived and primary hepatocytes (S6C and S6D Fig). It is important to note that microarray results revealed down-regulation of hematopoietic genes (*CD45* and *GATA2*) in BM-derived hepatic cells.

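Several hepatic genes of the primer list in S1 Table were also measured on the arrays. Within the slide of Lin- BM cells, Apoc4 was at least 7092-fold and Otc at least 2337-fold higher at 1 month. G6pc rose by 10.29 on the log2 scale (SE 0.29, n = 2, adjusted p = 6.99e-05) and Krt8 by 10.62 (SE 0.34, adjusted p = 9.21e-05). Afp had 1.13 (SE 0.52, adjusted p = 0.118), which was not called. At 5 months, across slides and by the shared probe, Afp had -1.37 against Lin- BM cells and was called lower. Between 5-month and primary hepatocytes, none of these genes was called by limma, with 0.21 for Apoc4, -0.49 for Otc, -0.08 for G6pc, 0.27 for Krt8 and -0.43 for Afp.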

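Ptprc, which encodes CD45 and lies on chromosome 1 of GRCm38 from 138062859 to 138175756, fell by 7.40 on the log2 scale between Lin- BM cells and 1 month (SE 0.83, n = 2, adjusted p = 2.44e-03). Its mean log2 signal was 5.57 ± 0.83 in Lin- BM cells and -1.84 ± 1.54 at 1 month (SD, n = 2), and its 2 other probes moved the same way. It remained well above background on both arrays of each hepatocyte group. At 5 months it was 0.73 above primary hepatocytes (SE 0.27, adjusted p = 0.347), which was not called. Gata2, on chromosome 6 from 88193891 to 88207032, fell by 7.20 at 1 month by its brightest probe on the slide (SE 0.39, adjusted p = 3.41e-04). At 5 months, across slides and by the shared probe, it fell by 7.47 (SE 0.39, adjusted p = 1.18e-05). By the shared probe its falls at both time points were called under every setting and with each array left out.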

### Dynamic epigenetic changes occur at the promoters of HTFs

As differentiation of cells is a consequence of epigenetic changes, we examined whether genetic changes that have occurred in BM-derived hepatocytes is also supported at epigenetic level. We analyzed the enrichment of activating histone [H3K4me3 and H3K9Ac] and repressive histone [H3K9me3 and H3K27me3] marks at the promoters of developmentally important hepatic transcription factors (HTFs) like *HNF4α*, *CEBPα*, *HNF1α*, *HNF3α*, *CEBPβ*, *HNF6*, *HNF3β* and *GATA4* in BM-derived hepatocytes after 5 months of Tx. As Lin^-^ BM cells used for transplantation have both Lin^-^CD45^+^ (hematopoietic) and Lin^-^CD45^-^ (mesenchymal) fractions, we isolated these two fractions (S7A Fig) and transplanted them separately in HA mice. After one month of transplantation it was observed that both cell fractions were able to engraft and generate hepatocyte-like cells (S7B Fig). Since both fractions of Lin^-^ cells gave rise to hepatocytes, we separately conducted epigenetic characterization of Lin^-^CD45^+^ and Lin^-^CD45^-^ cell fractions as controls since they had very different epigenetic landscapes. Donor Lin^-^ BM cell-derived hepatocytes were used as the test samples for this analysis, which were expected to have similar reprogramming marks at hepatic gene promoters after differentiation of both fractions of cells. ChIP-qPCR analysis showed that the levels of H3K4me3 at HTF gene promoters in Lin^-^CD45^+^ cells were similar to that in BM-derived hepatocytes except for HNF1α. However, Lin^-^CD45^-^ cells had lower levels of H3K4me3 to that in BM-derived hepatocytes though significant differences were observed only at the promoters of HNF1α, HNF6 and GATA4 (Fig 3A). H3K9Ac was significantly enriched at the HTF promoters in primary hepatocytes as well as in BM-derived hepatocytes, whereas only a minimal level of enrichment was observed in Lin^-^CD45^+^ and Lin^-^CD45^-^ BM cells (Fig 3B).

**Fig 3:**
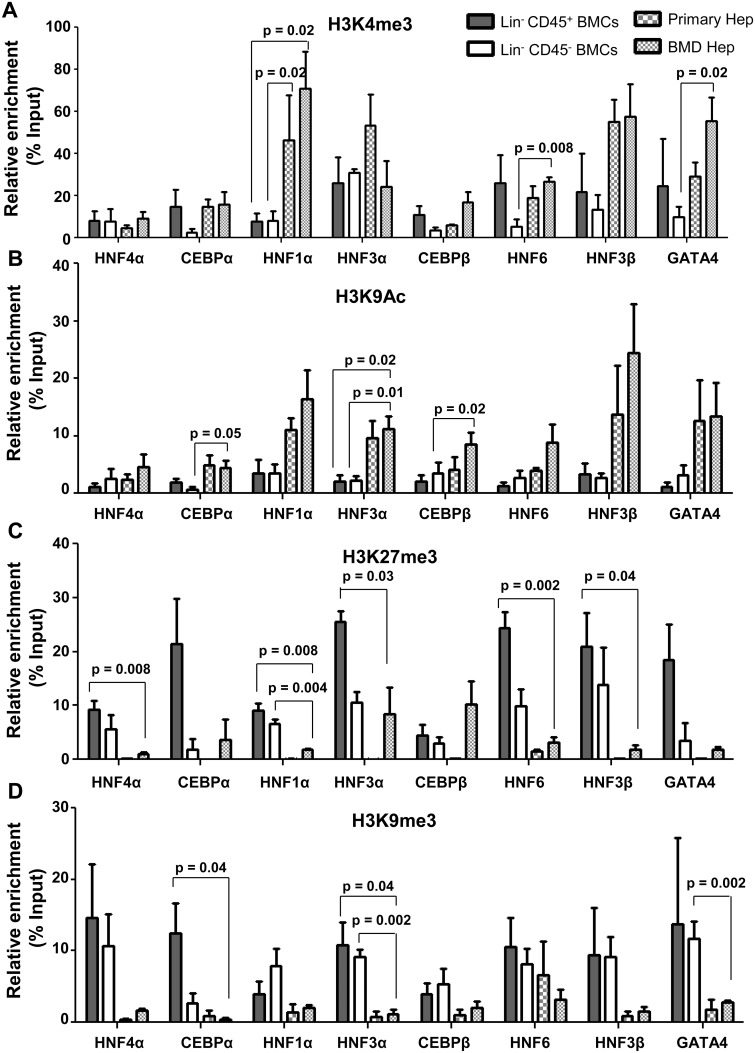
Histone modifications at promoters of hepatic transcription factors in BM-derived hepatocytes. BM-derived hepatocytes were isolated after 5 months of transplantation for ChIP-qPCR analysis. Lin^-^CD45^+^ and Lin^-^CD45^-^ BMCs served as negative controls and primary hepatocytes as positive control. ChIP-qPCR analysis of (A) H3K4me3, (B) H3K9Ac, (C) H3K27me3 and (D) H3K9me3 at the promoters of hepatic transcription factors in BM-derived hepatocytes. Enrichment of the marks in the immuno-precipitated samples over input samples was calculated. Number of experiment = 3 (each experiment was based on pooled cells of 3 mice). Refer to S3 Table for IgG control values.

ChIP-qPCR analysis also showed that the silencing histone mark H3K27me3 was significantly enriched (5 to 25% of input) at the promoters of all major hepatic transcription factors in Lin^-^CD45^+^ and Lin^-^CD45^-^ cells. In primary hepatocytes only a minimal enrichment of H3K27me3 mark was observed at these promoters, whereas in BM-derived hepatocytes H3K27me3 mark was still present at the promoters of *CEBPα*, *HNF3α* and *CEBPβ*. Other promoters like *HNF4α*, *HNF1α*, *HNF6*, *HNF3β* and *GATA4* showed only minimal levels of H3K27me3 enrichment (Fig 3C). H3K9me3 was highly enriched (5 to 15% of input) at all the hepatic transcription factor gene promoters in both Lin^-^CD45^+^ and Lin^-^CD45^-^ cells, but only minimally enriched at these promoters in primary hepatocytes and BM-derived hepatocytes (Fig 3D).

As real time PCR results confirmed silencing of *CD45* and down-regulation of *GATA2* genes in BM-derived hepatocytes, we determined the change of histone mark occupancy at the promoter levels. No significant change in the enrichment levels of H3K4me3 and H3K9Ac marks were noticed, whereas H3K27me3 (8 and 53% of input) and H3K9me3 (15% and 25% of input) levels were significantly enriched at promoters of *CD45* and *GATA2* in BM-derived hepatocytes compared to Lin^-^CD45^+^ cells (S8 Fig). This suggests that expression of *CD45* and *GATA2* was repressed by high enrichment levels of silencing histone marks. The anti-rabbit IgG control data indicated a minimal enrichment of histone marks over input samples (S3 Table).

Interestingly, ChIP-qPCR analysis revealed the presence of a bivalent mark for poised gene expression, which is the presence of the activating mark H3K4me3 and the repressive mark H3K27me3 at the HTF promoters in hematopoietic progenitor cells (Fig 3A and 3C). This suggests that these genes were in an epigenetically poised state for expression. Removal of H3K27me3 and H3K9me3 from these promoters resulted in transcriptional activation and expression of liver enrichment transcription factors.

### Role of chromatin modifying enzymes in induction of epigenetic reprogramming

Potential chromatin modifying enzymes that could establish the histone code at selected gene promoters during cellular reprogramming of BM cells to hepatocyte-like cells were analyzed. Out of 6 such enzymes examined, the expressions of *MLL*, *p300*, *SetDB1* and *UTX* were either down-regulated or unchanged in BM-derived hepatocytes when compared with Lin^-^ BM cells (Fig 4A). Interestingly, 8 folds up-regulation of *JMJD3 (KDM6B)*, an H3K27me3 demethylase, and 1000-fold reduction in the expression of *EZH2*, an H3K27 methyltransferase was found in BM-derived hepatocytes compared to Lin^-^ BM cells (Fig 4A). The gene expression analyses of chromatin modifying enzymes (JMJD3 and EZH2) along with the promoter analysis for histone occupancy (Fig 3C) suggested that the loss of H3K27me3 (silencing mark) from hepatic TF promoters was one of the important epigenetic driving mechanisms for cellular reprogramming.

**Fig 4:**
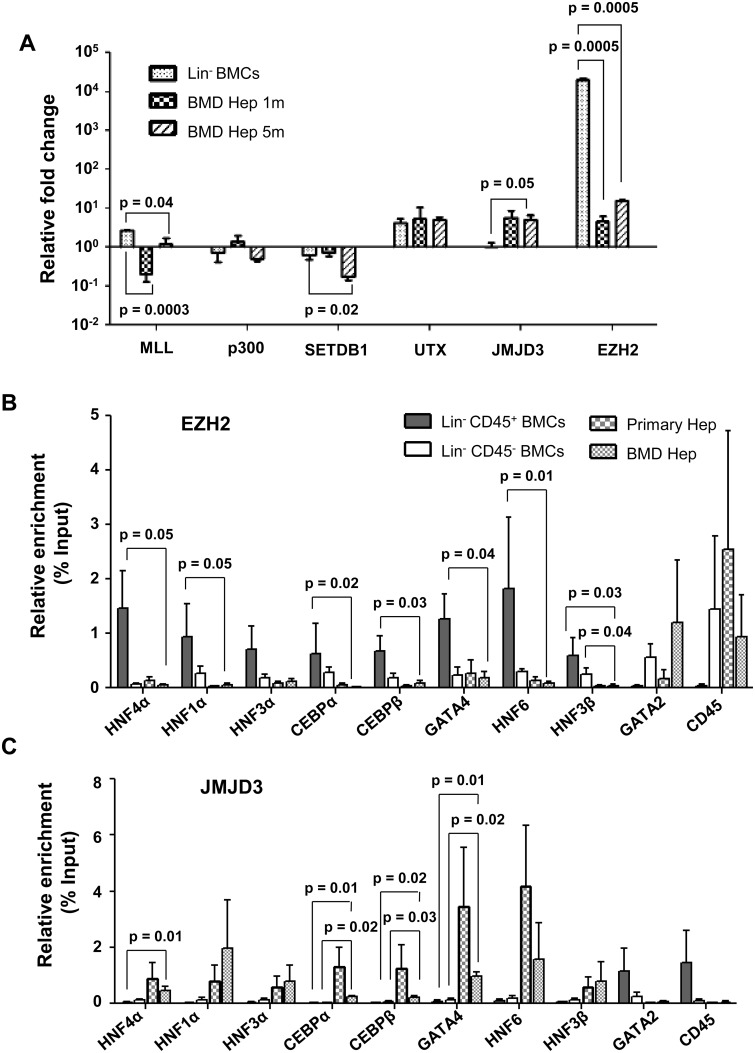
Chromatin modifying enzymes in reprogramming of Lin^-^ BMCs to hepatocytes. (A) Expression of some chromatin modifying enzymes in BM-derived hepatocytes. Expression levels normalized to that of primary hepatocytes were used to calculate relative fold change. (B) ChIP-qPCR analyses of EZH2 at the promoters of hepatic transcription factors and hematopoietic genes in BM-derived hepatocytes. Enrichment of the marks in the immuno-precipitated samples over input samples was calculated. (C) ChIP-qPCR analyses of JMJD3 at the promoters of hepatic transcription factors and hematopoietic genes in BM-derived hepatocytes. Number of experiment = 3 (each experiment was based on pooled cells of 3 mice). Refer to S4 Table for IgG control values.

In order to confirm the role of EZH2 and JMJD3 in lineage switch, ChIP-qPCR analysis was conducted at the promoters of *HNF4α*, *CEBPα*, *HNF1α*, *HNF3α*, *CEBPβ*, *HNF6*, *HNF3β* and *GATA4* to determine the binding of these proteins to the promoters. EZH2 was found to be enriched at these promoters in Lin^-^CD45^+^ cells, but in primary hepatocytes and BM-derived hepatocytes the enrichment for EZH2 was minimal at these loci (Fig 4B). It was also found that EZH2 was bound to *CD45* and *GATA2* promoters in Lin^-^CD45^-^ cells, primary hepatocytes and BM-derived hepatocytes (Fig 4B).

Conversely, JMJD3 was enriched at HTF promoters in primary and BM-derived hepatocytes, but not in Lin^-^CD45^+^ and Lin^-^CD45^-^ cells (Fig 4C). Further analysis revealed the binding of JMJD3 to *CD45* and *GATA2* promoters in Lin^-^CD45^+^ cells, but not in primary hepatocytes or BM-derived hepatocytes (Fig 4C). The anti-rabbit IgG control data indicated only a minimal enrichment of histone marks over input samples (S4 Table). Above results led to an interesting hypothesis that binding of JMJD3 to HTF promoters is required for removal of silencing H3K27me3 mark that was established by EZH2 to facilitate epigenetic reprogramming of BM cells.

As expression of JMJD3 was relatively low in both Lin^-^ BM cells and primary hepatocytes when compared with BM derived hepatocytes, we anticipated its’ induction for epigenetic reprogramming during regeneration of liver after the injury. In fact liver regeneration experiment confirmed 1.5–2.2 fold increase of *JMJD3* gene expression as compared to normal liver (S9A Fig). This was supported by the induction of JMJD3 expression and subsequently nuclear localization along with HNF4α (S9B Fig). Other than regeneration, JMJD3 was found to be expressed more during maturation of liver (~18 dpc) as compared to 13 dpc fetal liver (S10A Fig). This was further confirmed by high nuclear expression of JMJD3 in the HNF4α-expressing cells in 18 dpc fetal liver (S10B Fig). On the contrary, EZH2 was high in 13 dpc fetal liver, which reduced in 18 dpc fetal liver (S10C Fig).

### JMJD3 is required for epigenetic reprogramming of BM progenitor cells to hepatocytes

The role of JMJD3 and its mechanism of action in epigenetic reprogramming of Lin^-^ BM cells were further examined by *in vitro* differentiation experiments in the presence GSK-J4, a pro-drug of GSK-J1 that inhibits catalytic H3K27me3 demethylase activity of JMJD3. Fourteen days culture of Lin^-^ BM cells in hepatic differentiation medium resulted in expression of hepatic genes and proteins (S11A and S11B Fig). Quantitative analyses revealed that 8% of the cells expressed HNF4α, 12% expressed albumin and 11% expressed E-cadherin after 14 days of culture (S11C Fig). Low level of hepatic differentiation in these cells suggesting that propensity for changing cellular phenotype *in vitro* was low. Functional assays established that at least a few differentiated cells were capable of performing hepatic functions such as storing glycogen, uptake and release of indocyanin green dye after 30 days of culture (S11D Fig).

Immuno-cytochemical analysis of 14 days cultured cells revealed an increase of the percentage of cells that expressed JMJD3, whereas in the presence of inhibitor GSK-J4, JMJD3 expression was inhibited along with the hepatic differentiation (Fig 5A and 5B, S12A and S12B Fig). A 15-fold increase in expression of JMJD3 with a concomitant down-regulation of EZH2 was also observed during reprogramming of Lin^-^ BM cells (Fig 5C). Though earlier reports have attributed the role of JMJD3 in differentiation by acting as a H3K27me3 demethylase, it has also been shown that JMJD3 can promote transcription, independent of its H3K27me3 demethylase activity [23]. To elucidate the mechanism involved in cellular reprogramming in the present system, we determined the binding of JMJD3 to various hepatic transcription factor promoters and analyzed its effect on H3K27me3 level by ChIP-qPCR in the presence and absence of GSK-J4. After 14 days of induction there was a significant activation of JMJD3 and increased binding of JMJD3 to these promoters with a concomitant loss of H3K27me3 from these loci. In the presence of JMJD3 inhibitor, though it is continued to bind to these promoters, H3K27me3 enrichments maintained at levels comparable to Lin^-^ BMCs (Fig 6A–6F). The IgG control data (S5 Table) showed only minimal enrichment. The loss of H3K27me3 chromatin mark from cells in the presence of inductive conditions was inhibited by GSK-J4, as shown by immuno-cytochemical analysis (S12C Fig). Overall, these results indicate that JMJD3 is needed for hepatic differentiation of Lin^-^ BM cells by active demethylation of H3K27me3 at promoters of HTFs.

**Fig 5:**
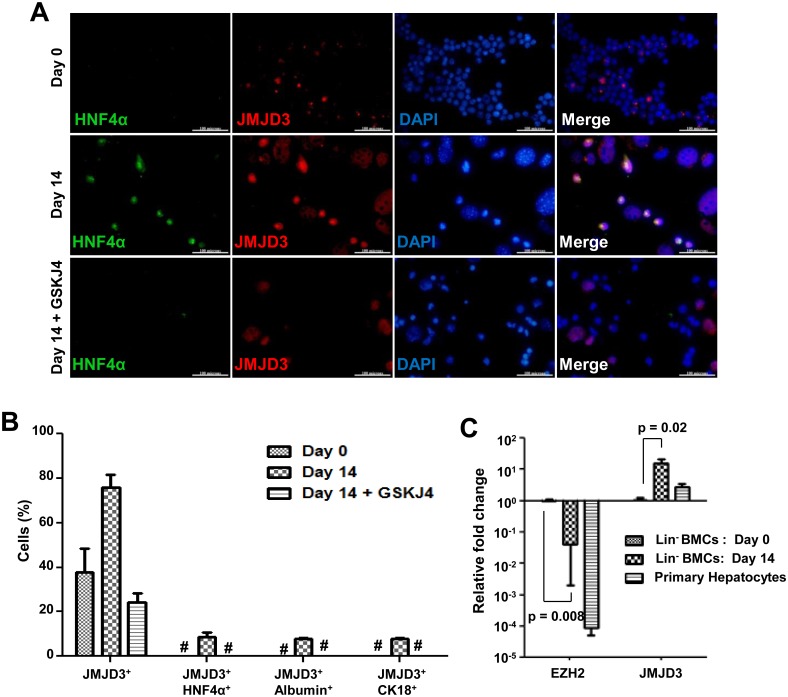
Role of JMJD3 during *in vitro* hepatic differentiation of Lin^-^ BMCs. (A) Expression of hepatic marker HNF4α and induction of JMJD3 as analyzed by immuno-cytochemistry after 14 days of culture with or without GSKJ4 inhibitor (scale = 100 μm, 600× magnification). Larger cells are hypertrophic and ignored from analysis. (B) Quantification of *in vitro* differentiated cells that express JMJD3 alone, and co-expressed HNF4α /JMJD3, albumin/JMJD3, CK18/JMJD3. Refer S8A and S8B Fig. *No cells co-expressed HNF4α and JMJD3. (C) Expression of the chromatin modifying enzymes, JMJD3 and EZH2 that regulate H3K27 methylation. Expression levels relative to Lin^-^ BMCs (day 0) are shown. Number of experiment = 3.

**Fig 6:**
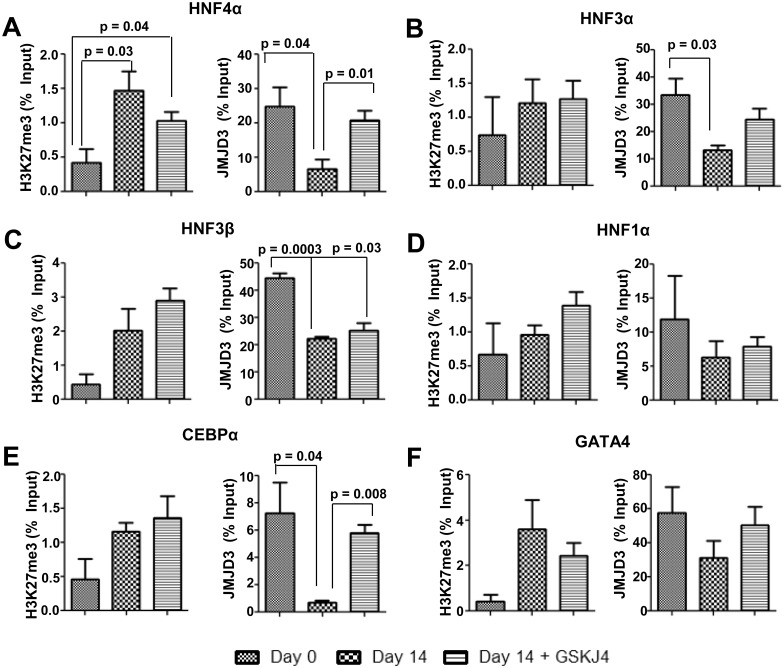
Binding of JMJD3 to HTFs in the presence of GSKJ4 inhibitor. Relative enrichment of H3K27me3 and JMJD3 at promoters of (A) HNF4α (B) HNF3α (C) HNF3β (D) HNF1α(E) CEBPα and (F) GATA4 determined by ChIP-qPCR. Number of experiment = 3. p value < 0.05 was considered as significant change. Refer to S5 Table for IgG control values.

## Discussion

In liver regeneration model, the acquisition of hepatic phenotype by BM-derived cells may take place following two pathways: (a) heterotypic fusion that lead to nuclear reprogramming towards hepatic lineage and (b) liver regeneration cues which trigger nuclear reprogramming in favor of hepatic differentiation. Liver regeneration by BM-derived cells has been documented for many years [2, 6, 9, 10–12, 15]; but little is known about the molecular mechanism that induces this fate change. The only report published so far in this regard had shown that heterotypic fusion-induced nuclear reprogramming led to the formation of cells, distinct from the primary hepatocytes [21].

Here we have studied the reprogramming of Lin^-^ BMCs for longer duration than earlier [21], so that the hepatic cells so formed can be compared with primary hepatocytes in term of genomic and epigenomic states. 

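In the 1-month samples, 15 of the 21 hematopoietic genes of Fig 2A were well above background on both arrays, compared with all 21 in Lin- BM cells and as many as at 1 month in primary hepatocytes. Each group was read by the probes of its own design, and the 1-month arrays were the dimmest. The equal counts at 1 month and in primary hepatocytes therefore do not show equal expression. Against primary hepatocytes, across slides, 7 of the 9 genes with a shared probe and signal were higher at 1 month, with 0 called by limma.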

Global transcriptional analyses clearly indicate that though 1 month post-transplanted BM-derived hepatic cells expressed many hepatocyte-specific genes, nuclear reprogramming in these cells was not complete as many hematopoietic genes were still expressed. This could be due to heterogeneity of cells as a substantial fraction of them were fusion hybrids in which complete lineage change did not occur. The hepatocyte-like cells derived from embryonic stem cells (ESCs) or iPSCs or germ line cell-derived pluripotent stem cells or even fibroblasts were found to be comparable to the primary hepatocytes in expression of specific liver genes [4, 5, 24–27], as observed in this study using BM-derived cells. In injured liver milieu, different hepatotropic factors are believed to be involved in such phenotype conversion from BM-derived cells to hepatocytes as well as their maturation.

The comparative analyses of human hepatocyte-like cells, derived from ESCs or iPSCs, have revealed that despite significant similarities in gene expressions, there were considerable differences in the expressions of cytochrome P450 enzymes as compare to primary hepatocytes [26]. In another recent study, microarray analyses of BM-derived hepatocytes showed that over-expressed genes belonging to neuro-transmission, TGFβ signaling pathway and metalloproteases, whereas the down-regulated genes involve in chromatin organization, RNA processing and mitochondrial functions. Despite these differences in the donor-derived cells as compared to primary hepatocytes, hepatic repair function was attributed to them [21]. In contrast to above findings, the present study showed that after 5 months of Tx the BM originated hepatocyte-like cells were comparable to primary hepatocytes in terms of expression of genes related to metabolism, epithelial morphogenesis and liver secretory proteins. Though expression of a few hematopoietic receptor genes continued expression, their down-stream effects/adapter molecules were absent. Lineage reprogramming was also followed by down-regulation or silencing of donor (Lin^-^CD45^+^) signature genes like *GATA2* and *CD45*, which was also evidenced in induced hepatocytes obtained from fibroblasts [28] and in human ESC-derived hepatocytes [29].

Chromatin modifications have been shown to constitute an additional layer of transcriptional regulation. In this study, analysis of enrichment of various histone marks at the promoter regions of developmentally important hepatic transcription factors showed that permissive histone marks (H3K4me3 and H3K9Ac) were enriched at these loci whereas repressive marks (H3K27me3 and H3K9me3) were only minimally present at these sites in primary hepatocytes and BM-derived hepatocytes when compared to the Lin^-^ fraction of BM cells. These results were in support of the expression of HTFs in BM-derived hepatocytes. The findings also substantiate the role of chromatin modifications in driving differentiation or nuclear programming as clearly seen in several other systems [30–32]. Another interesting finding from this experiment was that H3K4me3 mark was enriched in Lin^-^CD45^+^ BM cells at most of the HTF promoters, which were also associated with H3K27me3 mark. It is known that bivalent mark is the presence of activating H3K4me3 and repressive H3K27me3 mark at the promoter that keeps the gene poised for differentiation under inductive conditions [33]. The presence of this bivalent mark suggests that though these genes were not actively expressed, they remained in a poised state of expression in Lin^-^CD45^+^ BM cells. Favorable conditions that facilitate the loss of H3K27me3 mark from these sites can lead to the activation of their transcription and promote reprogramming of BM progenitors to hepatocytes. Increase of silencing marks (H3K27me3 and H3K9me3) at hematopoietic gene promoters in BM-derived hepatocytes implied that epigenetic changes during nuclear reprogramming also induced repressive alterations at donor signature gene promoters.

Among all the chromatin remodeling enzymes analyzed, an interesting inverse co-relation was observed between JMJD3 and EZH2 that regulate methylation status of H3K27. The up-regulation of JMJD3 and down-regulation of EZH2 suggest an important role for JMJD3 in removal of H3K27me3 marks from promoters of cells that undergo reprogramming. This hypothesis was supported by ChIP-qPCR results, which showed increase in binding of JMJD3 to the HTF promoters in both primary and BM-derived hepatocytes whereas these loci were occupied by EZH2 in the Lin^-^CD45^+^ and Lin^-^CD45^-^ BM cells. EZH2 facilitated establishing of H3K27me3 mark at these sites through its H3K27 methyltransferase activity in Lin^-^ BM cells. Down-regulation of EZH2 in hepatic progenitor cells has been reported to induce differentiation and maturation into functionally active hepatocytes [34]. On the other hand, JMJD3 was shown to have a critical role in induction of definitive endoderm from ESCs [35] and also in the development of pancreas [36] and lungs [37], which are the organs of endoderm origin. Until date no report has been published indicating the significance of JMJD3 in hepatic differentiation and liver development. For the first time, this study shows the presence of JMJD3 in developing fetal liver and recognizes a probable role of JMJD3 in converting the cellular framework of fetal liver from hematopoietic to epithelial constitution. As usual, JMJD3 was enriched in case of hematopoietic genes *GATA2* and *CD45* promoters in Lin^-^CD45^+^ BM cells, however during reprogramming recruitment of EZH2 led to establishment of H3K27me3 mark at these sites to down-regulate/silence their expression.

Induction of epigenetic reprogramming may occur both in fusion-dependent and fusion-independent pathways follow for the formation of hepatocytes from Lin^-^ BM cells *in vivo*. A few reports have suggested that cell fusion can lead to changes in DNA methylation patterns, which instruct nuclear reprogramming in heterokaryons leading to lineage conversion [38, 39]. Since DNA methylation patterns, the stable epigenetic marks, can be reprogrammed due to fusion, it is presumed that flexible marks like histone modifications may also undergo dynamic transitions during reprogramming. This study clearly showed an induction as well as nuclear localization of JMJD3 in hepatocytes during acute liver injury. Those hepatocytes formed due to fusion of BM cells and host hepatocytes, the induced JMJD3 was believed to catalyze the removal of H3K27me3 marks from the HTF promoters in former cell type, thus instructing them to attain the hepatic phenotype. As JMJD3 is a crucial enzyme that can remove the silencing mark H3K27me3, its induction can have direct implications on gene expression during hepatic differentiation of BMCs. *In vitro* hepatic differentiation experiments of Lin^-^ cells clearly demonstrated the propensity of a smaller fraction of BMCs to differentiate into functionally active hepatocyte-like cells. ChIP experiments in the presence of JMJD3 inhibitor has confirmed that the mechanism by which JMJD3 promoted hepatic differentiation was through active demethylation of H3K27me3 from HTF promoters rather than functioning as a transcription factor, though GSKJ4 may have certain non-target inhibitory effects that was not analyzed in this study. Further elaborate studies are needed by generating conditional JMJD3 knockout mouse model to dissect the stage-specific mechanisms involved in fetal liver development and BM-specific deletion of JMJD3 prior to transplantation will validate the *in vivo* functional role during liver regeneration. Another limitation of this study was that we have not separately characterized the hepatocytes obtained from Lin^-^CD45^+^ and Lin^-^CD45^-^ transplanted groups, which needs to be pursued in the future. Furthermore, elaborate and systematic characterization is needed to determine the differences in the lineage conversion mechanism and factors involved when these two cell fractions are separately transplanted.

## Conclusions

The comprehensive gene expression analysis revealed the dynamic transcriptional changes in BM-derived hepatocytes and their similarity with the primary hepatocytes after reprogramming. Targeted epigenetic analysis of some important histone modifications at gene promoters of major HTFs provided valuable insights in the changes of their chromatin landscape and the role of chromatin modifying enzymes in induction of cellular reprogramming. For the first time, this study implicates the potential role of JMJD3 in epigenetic reprogramming during lineage conversion of Lin^-^ BMCs to hepatocytes in regenerating liver.

## Supporting information

S1 Fig Expression of vimentin by donor-derived cells. Mice were transplanted with Lin^-^ BM cells. After 5 months of transplantation the liver sections were stained with eGFP and vimentin specific antibodies.
(TIF) Click here for additional data file.

S2 Fig Isolation of BM-derived hepatocytes. (A) Single cell suspension of hepatocytes was made by two-step collegenase perfusion and the donor BM-derived hepatocytes were isolated by flow cytometry on the basis of eGFP marker. (B) The sorted cells were stained for GFP and albumin markers (anti-GFP/donkey anti-mouse Alexa fluor 488 and anti-albumin /donkey anti-goat Alexa fluor 594) to further analyze the purity of post sort samples.
(TIF) Click here for additional data file.

S3 Fig Genome-wide transcriptional remodeling in BM-derived hepatocytes relative to Lin^-^ BM cells. (A) Hierarchical clustering of differentially regulated genes in BM derived hepatocytes– 1 month (B1, B2) and 5 month (G1, G3), primary hepatocytes (H2, H4) with respect to control–Lin^-^ BMCs (L3, L4). (B) Venn diagram illustrating the overlap in differential gene expression profile between BM–derived hepatocytes after 1 month and 5 months of transplantation relative to Lin^-^ BMCs.
(TIF) Click here for additional data file.

S4 Fig Functional annotation of up-regulated genes in BM derived hepatocytes. Gene ontology analysis of the total up-regulated genes in BM derived hepatocytes after (A) 1 month and (B) 5 months of transplantation with respect to Lin^-^ BM cells. (C) Gene ontology analysis of the commonly up-regulated genes in BM derived hepatocytes after 1 and 5 months of transplantation with respect to Lin^-^ BM cells. Number of experiment (n) = 2.
(TIF) Click here for additional data file.

S5 Fig Functional annotation of down-regulated genes in BM derived hepatocytes. Gene ontology analysis of the total down-regulated genes in BM derived hepatocytes after (A) 1 month and (B) 5 months of transplantation with respect to Lin^-^ BM cells. (C) Gene ontology analysis of the commonly down-regulated genes in BM derived hepatocytes after 1 and 5 months of transplantation with respect to Lin^-^ BM cells. Number of experiment (n) = 2.
(TIF) Click here for additional data file.

S6 Fig Differential expressions of genes in BM-derived hepatocytes and qPCR validation of microarray results. (A) Functional annotation of these genes obtained by DAVID Bioinformatics Resources 6.7. Number of experiment (n) = 2. (B) Heat map of hematopoietic genes, the expression of which is retained in donor derived hepatocytes even after 5 months of transplantation. Number of experiment (n) = 2. (C & D) Fold change in expression of few specific hepatic genes in BM-derived hepatocytes relative to Lin^-^ BM cells after 1 and 5 months of transplantation. Number of experiment (n) = 3.
(TIF) Click here for additional data file.

S7 Fig Engraftment of CD45^+^ and CD45^-^ fractions of Lin^-^ BMCs in damaged liver. **(A)** Flow cytometric analysis for CD45^+^ and CD45^-^ fractions of cells present in Lin^-^ BMCs. (B) Engraftment of Lin^-^CD45^+^ and Lin^-^CD45^-^ fractions of Lin^-^ cells in damaged liver of mice after 1 month of transplantation and albumin expression by the engrafted cells. Number of mice per group = 3.
(TIF) Click here for additional data file.

S8 Fig Histone modifications at promoters of hematopoietic genes in BM-derived hepatocytes. BM-derived hepatocytes are isolated after 5 months of transplantation for ChIP-qPCR analysis. Lin^-^CD45^+^ and Lin^-^CD45^-^ BM cells served as negative controls and primary hepatocytes as positive control. ChIP-qPCR analyses of (A) H3K4me3 (B) H3K9Ac (C) H3K27me3 and (D) H3K9me3 at the promoters of hematopoietic genes in BM-derived hepatocytes. Enrichment of the marks in the immuno-precipitated samples over input samples has been calculated. Number of experiment (n) = 3. S1 Table for IgG controls.
(TIF) Click here for additional data file.

S9 Fig Involvement of JMJD3 in hepatic differentiation during development and regeneration. (A) Expression of *JMJD3* in livers harvested day 1 and day 4 post induction of injury by acetaminophen relative to that of primary hepatocytes. (B) Immuno-histochemical analysis of liver cryo-sections to study expression of JMJD3 in hepatocytes after liver injury (scale = 100μm, 600X magnification). p value < 0.05 was considered as significant change. Number of animals used for analysis in each group = 5. Data are represented as mean ± SEM.
(TIF) Click here for additional data file.

S10 Fig JMJD3 in fetal liver development. (A) Expression of JMJD3 in fetal livers of 13 and 18dpc mouse embryos relative to expression in normal adult liver. (B) Expression of EZH2 in fetal livers of 13 and 18dpc mouse embryos relative to expression in normal adult liver. (C) Immuno-histochemical analysis of 18dpc fetal liver cryo-sections to study expression of JMJD3 during liver development (scale = 100μm, 600× magnification). Number of mice = 3.
(TIF) Click here for additional data file.

S11 Fig *In vitro* hepatic differentiation of Lin- BMCs. (A) Lin- BMCs were isolated and cultured on plates coated with hyaluronic acid, laminin and collagen I under hepatic differentiation conditions. After 14 days of culture cells were harvested and RNA was isolated. Expression of hepatic markers like HNF4α, HNF3α, albumin, E cadherin and CK18 was determined. Expression levels were calculated relative to Lin- BMCs. *denotes that no Ct was observed in these samples. Number of experiments = 3. (B) Expression of hepatic markers like HNF4α, albumin and E cadherin after 14 days of culture was determined by immuno-cytochemistry (scale = 100μm, 600X magnification). (C) Quantification of *in vitro* differentiated cells was performed using Image J 1.48 version. Number of experiments = 3. (D) Functional characterization of hepatocytes derived from Lin^-^ BMCs. Periodic acid schiff staining was performed in control Lin^-^ BMCs, test samples in which Lin^-^ BMCs were cultured under hepatic differentiation conditions for 30 days and primary hepatocytes (upper panel) (Scale = 100μm; 600X magnification). Indocyanin green uptake was assessed in these cells after 30 days of culture in control and test with primary hepatocytes as positive control (lower panel) (Scale = 200μm; 600X magnification). Number of experiments = 3. Data are represented as mean ± SEM.
(TIF) Click here for additional data file.

S12 Fig Role of JMJD3 in hepatic differentiation of Lin- BMCs. Expression of hepatic markers (A) albumin and (B) CK18 and induction of JMJD3 as analyzed by immuno-cytochemistry in cyto-spun cells after 14 days of culture (scale = 100μm, 600× magnification) in presence and absence of GSKJ4. (C) Change in nuclear levels of H3K27me3 after 14 days of culture of Lin- BMCs under hepatic differentiation conditions with and without GSKJ4 was determined by immuno-cytochemical analysis (Scale = 100μm, 600X magnification). Cyto-spun cells were stained with rabbit anti-H3K27me3/anti-rabbit Alexa Fluor 594. Number of experiments = 3.
(TIF) Click here for additional data file.

S1 Table Primers for analysis of gene expression by real time PCR. (DOC) Click here for additional data file.

S2 Table Primers for analysis promoters of ChIP DNA. (DOC) Click here for additional data file.

S3 Table Percentage enrichment of input in rabbit IgG controls for ChIP-qPCR analysis of histone marks. (DOC) Click here for additional data file.

S4 Table Percentage enrichment of input in rabbit IgG controls for ChIP-qPCR analysis of binding of EZH2 and JMJD3 to gene promoters. (DOC) Click here for additional data file.

S5 Table Percentage enrichment of input in rabbit IgG controls for ChIP-qPCR analysis of binding of JMJD3 and H3K27me3 to gene promoters. (DOCX) Click here for additional data file.

# Supplementary material for: JMJD3 aids in reprogramming of bone marrow progenitor cells to hepatic phenotype through epigenetic activation of hepatic transcription factors
**Source:** PLoS One. 2017 Mar 22;12(3):e0173977. doi: 10.1371/journal.pone.0173977
**Supplement:** S1 Table

**S1 Table. Primers for analysis of gene expression by real time PCR**

# Supplementary material for: JMJD3 aids in reprogramming of bone marrow progenitor cells to hepatic phenotype through epigenetic activation of hepatic transcription factors
**Source:** PLoS One. 2017 Mar 22;12(3):e0173977. doi: 10.1371/journal.pone.0173977
**Supplement:** S2 Table

**S2 Table. Primers for analysis promoters of ChIP DNA**

| **Gene** | **Forward primer (5’-3’)** | **Reverse Primer (5’-3’)** | **Amplicon size (bp)** | **Region analyzed** |
| --- | --- | --- | --- | --- |
| *HNF4α* | AAAGCATGACAATCCCCAGC | CCCGCCCGGTTATCTTATTG | 105 | -127 to -23 |
| *CEBPα* | GGAAAGTCACAGGAGAAGGC | GCTTTTATAGAGGGTCGGGC | 113 | -143 to -20 |
| *HNF1α* | TGACCCACTCCAGGAAATGT | CCACTCTCCAGGATGCTTTC | 139 | -373 to -234 |
| *HNF3α* | CTCGGGCTTTGTAGGT | AGTTGAGCTGATGTGGAT | 100 | -123 to -23 |
| *CEBPβ* | ACCAGGCACACCAAG | CTCATGTTTGGAGGAACC | 103 | -142 to -39 |
| *HNF6* | CTAGCAACTCAGACTCAGGG | CTTCTTCACTACCTCCCTCT | 88 | -374 to -286 |
| *HNF3β* | CCTGGCTTCCTCTCACCTAA | TGAGCGGCGTGTGATATAG | 88 | -561 to -473 |
| *GATA4* | TACATAATCTCCTGGGCTGG | AAAACCTGAACTGGCCCTTA | 98 | -611 to -513 |
| *GATA2* | CTGACTAGTGGCCCAAGC | GGGGGAGGGAACGCC | 101 | -321 to -220 |
| *CD45* | TGATGACTTGGGAGGGATGT | TATGCTGTTAGCGGTTCGTC | 129 | -344 to -215 |

# Supplementary material for: JMJD3 aids in reprogramming of bone marrow progenitor cells to hepatic phenotype through epigenetic activation of hepatic transcription factors
**Source:** PLoS One. 2017 Mar 22;12(3):e0173977. doi: 10.1371/journal.pone.0173977
**Supplement:** S3 Table

**S3 Table. Percentage enrichment of input in rabbit IgG controls for ChIP-qPCR analysis** **of histone marks**

| **Gene Promoters** | **Lin-CD45+ BMCs** | **Lin-CD45- BMCs** | **Primary Hepatocytes** | **BM-derived Hepatocytes** |
| --- | --- | --- | --- | --- |
| *HNF4α* | 0.05 + 0.05 | 0.69 + 0.63 | 1.09 + 1.00 | 0.69 + 0.57 |
| *CEBPα* | 0.00 + 0.00 | 0.00 + 0.00 | 0.03 + 0.03 | 0.00 + 0.00 |
| *HNF1α* | 0.06 + 0.06 | 0.04 + 0.04 | 0.50 + 0.44 | 0.07 + 0.07 |
| *HNF3α* | 0.05 + 0.05 | 0.17 + 0.17 | 0.35 + 0.33 | 0.03 + 0.03 |
| *CEBPβ* | 0.06 + 0.06 | 0.18 + 0.18 | 1.23 + 1.16 | 0.24 + 0.14 |
| *HNF6* | 0.07 + 0.04 | 0.47 + 0.26 | 1.35 + 1.27 | 0.11 + 0.06 |
| *HNF3β* | 0.08 + 0.07 | 0.61 + 0.49 | 0.71 + 0.68 | 0.00 + 0.00 |
| *GATA4* | 0.07 + 0.07 | 0.27 + 0.15 | 0.64 + 0.58 | 0.11 + 0.07 |
| *CD45* | 0.00 + 0.00 | 0.32 + 0.28 | 0.82 + 0.72 | 0.95 + 0.75 |
| *GATA2* | 0.14 + 0.14 | 0.00 + 0.00 | 0.44 + 0.37 | 0.10 + 0.10 |

# Supplementary material for: JMJD3 aids in reprogramming of bone marrow progenitor cells to hepatic phenotype through epigenetic activation of hepatic transcription factors
**Source:** PLoS One. 2017 Mar 22;12(3):e0173977. doi: 10.1371/journal.pone.0173977
**Supplement:** S4 Table

**S4 Table. Percentage enrichment of input in rabbit IgG controls for ChIP-qPCR analysis of binding of EZH2 and JMJD3 to gene promoters**

| **Gene Promoters** | **Lin-CD45+ BMCs** | **Lin-CD45- BMCs** | **Primary Hepatocytes** | **BM-derived Hepatocytes** |
| --- | --- | --- | --- | --- |
| *HNF4α* | 0.03 + 0.01 | 0.16 + 0.15 | 0.00 + 0.00 | 0.01 + 0.01 |
| *CEBPα* | 0.01 + 0.00 | 0.09 + 0.09 | 0.02 + 0.02 | 0.01 + 0.01 |
| *HNF1α* | 0.02 + 0.00 | 0.05 + 0.02 | 0.00 + 0.00 | 0.00 + 0.00 |
| *HNF3α* | 0.01 + 0.01 | 0.07 + 0.07 | 0.00 + 0.00 | 0.00 + 0.00 |
| *CEBPβ* | 0.01 + 0.00 | 0.03 + 0.02 | 0.00 + 0.00 | 0.02 + 0.01 |
| *HNF6* | 0.04 + 0.01 | 0.13 + 0.07 | 0.00 + 0.00 | 0.03 + 0.00 |
| *HNF3β* | 0.01 + 0.00 | 0.03 + 0.01 | 0.00 + 0.00 | 0.01 + 0.00 |
| *GATA4* | 0.05 + 0.04 | 0.06 + 0.01 | 0.01 + 0.01 | 0.00 + 0.00 |
| *CD45* | 0.03 + 0.02 | 0.01 + 0.01 | 0.07 + 0.04 | 0.00 + 0.00 |
| *GATA2* | 0.00 + 0.00 | 0.12 + 0.03 | 0.00 + 0.00 | 0.02 + 0.01 |

# Supplementary material for: JMJD3 aids in reprogramming of bone marrow progenitor cells to hepatic phenotype through epigenetic activation of hepatic transcription factors
**Source:** PLoS One. 2017 Mar 22;12(3):e0173977. doi: 10.1371/journal.pone.0173977
**Supplement:** S5 Table

**S5 Table. Percentage Enrichment of input in rabbit IgG controls for ChIP-qPCR analysis of binding of JMJD3 and H3K27me3 to gene promoters**

| **Gene Promoters** | **Day 0** | **Day 14** | **Day 14 + GSKJ4** |
| --- | --- | --- | --- |
| *HNF4α* | 0.29+0.16 | 0.58+ 0.08 | 0.11+ 0.06 |
| *HNF3α* | 0.11+0.11 | 0.59+ 0.03 | 0.40+0.20 |
| *HNF3β* | 0.22+0.11 | 0.70+ 0.07 | 0.18+0.10 |
| *HNF1α* | 0.27+0.12 | 0.66+0.25 | 0.32+0.16 |
| *CEBPα* | 0.18+0.13 | 0.12+0.06 | 0.19+0.09 |
| *GATA4* | 0.18+0.15 | 0.61+0.13 | 0.36+0.21 |

How the deposited data were processed for this re-analysis (not part of the article)

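The deposited data are 8 single-colour Agilent array hybridizations of Lin- BM cells, primary hepatocytes and BM-derived hepatocytes 1 and 5 months after transplantation, with 2 arrays per group and, by the legend of Fig 2, cells of 3 mice pooled for each. For every array the output of Feature Extraction is given, with the background-subtracted signal of each spot as intensities, and in addition the values the authors processed in GeneSpring GX. The processed values were checked against the intensities: after log2 they differ by 1 constant per array, within 0.02 for at least 99.8% of the probes, and the upper quartile of every array lies between -0.01 and 0.01. This is the shift to the 75th percentile that the methods describe.

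The arrays belong to 2 designs with 61307 and 55681 probes without controls. The designs share 0 probe names. The planned match on probe names was therefore replaced by a match on the probe sequence, which gave 13991 shared sequences for 13230 gene names. Of these sequences, 11783 were named through an accession of the RefSeq table, 1060 through a symbol or synonym, and 1148 kept the name given with the array. Lin- BM cells and 1-month hepatocytes lie on one slide, primary hepatocytes and 5-month hepatocytes on the other, and each slide was scanned on its own day. Slide therefore cannot be separated from group in comparisons across slides, and a fit with slide as a block left the comparisons within slides identical by construction.

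Background-subtracted signals were taken to the log2 scale and the 75th percentile of each array over the shared probes was subtracted. Spots that Feature Extraction marked as outliers were left out (6 to 152 per array), and 0 spots were saturated. The share of spots well above background was 58.6% and 56.9% for Lin- BM cells, 51.9% and 50.0% for primary hepatocytes, 47.7% and 51.5% at 1 month, and 51.0% and 48.9% at 5 months. The upper quartile of the signal was 75.5 and 89.5 at 1 month and between 122.2 and 193.4 on the other arrays, so weak signals are closest to background at 1 month. Probes well above background on both arrays of at least 1 group were kept, with 1 probe per gene (the highest mean over all arrays), which left 9225 genes. For genes without a shared probe, the same steps were applied to all probes of a design within its slide (28517 genes for 1 month against Lin- BM cells, of which 16565 are in the RefSeq table, and 19908 for 5 months against primary hepatocytes, of which 14126 are).

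Group means were fitted with limma 3.58.1 in R 4.3.3 with 1 pooled estimate of the spread for the 4 groups, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05 and a log2 change beyond 0.6 in size. The methods name a Student's t-test among replicates and the same limit on the log2 change, without a multiple testing correction. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Fold changes against a group with no array well above background were given as lower bounds, from the upper limit of the background. Gene sets were tested with camera and fry, both from limma, for lists with at least 3 genes. Overlaps of the 2 time points were set against 50 simulations of unchanged groups with the same Lin- BM cell arrays. Places of genes are those of GRCm38.

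The processing was tested on simulated data in which 200 of 9225 genes were changed. With the real spread, 41.7% of log2 changes of 2 were called for 1 month against Lin- BM cells and 33.0% for 5 months against primary hepatocytes, with 0.0% of log2 changes of 1, 0 and 3 false calls, and 0 calls in the wrong direction. With the spread lowered 10 times, 100.0% were called. The 1-month comparison with Lin- BM cells had far more changed genes than the 200 simulated, which loosens the adjusted cut-off. The recovery of 41.7% and 0.0% therefore does not give its sensitivity. In the real data 2844 genes were called higher there, and 2584 with a log2 limit of 1, so some changes under 1 were called. The low recovery at the real spread led to a change of the criterion of this test, from the share recovered to the direction, the false calls and the recovery at low spread.

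The genes named singly were set by a rule written before the data were examined, as were the alternatives and the choice of tests unless stated otherwise. The rule takes the genes the paper's text names for the arrays, genes of S1 Table named in its results, the chromatin modifying enzymes, F8, and the 5 largest rises and falls of each comparison. The latter were taken from genes in the RefSeq table that were well above background on all arrays of both groups, a stricter condition than planned, because values at the background have no order. Genes seen only in Fig 2A were counted. Lists of genes for Kupffer cells, lymphocytes, neutrophils, erythroid cells, stellate cells, sinusoidal endothelium, dissociation stress, proliferation, fetal liver, induced acute phase proteins, abundant hepatocyte proteins, housekeeping, male-biased and female-biased liver expression and the Y chromosome were written before the data were examined.

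The alternatives were normexp background correction (offset 50), quantile normalization, the 75th percentile over all probes of the own design, no filter on dim probes, the authors' processed values, the mean of all shared probes of a gene, a log2 limit of 1, the methods' t-test with and without adjustment, a fit to only the arrays compared, slide as a block, all probes of the own slide, and leaving out each array in turn. Groups of 2 arrays are too small for tests of outlying arrays or for counts of other splits of the samples. The RT-qPCR, ChIP, FISH and staining experiments have no data here and were not analysed here.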

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

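The tests on the brightness of probes like Xist, on X-linked homologues, on stress and Kupffer cell genes at 1 month and on the share of genes towards Lin- BM cells were chosen only after the result was seen, as were all alternatives within the slide of a single design.

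Sex-linked genes are not reported on by the paper for the arrays, although donors were female and recipients male, and their signals in the 1-month samples differ from Lin- BM cells. Xist was well above background on both Lin- BM cell arrays, with 3 of its 4 probes, and on neither 1-month array, with 0 of 4, which makes it at least 103-fold lower at 1 month. Ddx3y was higher at 1 month by 0.95 on the log2 scale (SE 0.33, adjusted p = 0.0417, higher on both arrays than on both Lin- BM cell arrays). This call was lost with quantile normalization (0.91), without L4 (0.51), without B1 (0.97), without B2 (0.93), and in the fit to all probes of the slide (0.92, adjusted p = 0.0736). All 4 Y-linked genes were well above background on both Lin- BM cell arrays, and 3 of 4 on both arrays of each of the other groups. Dimmer arrays at 1 month are argued against as the cause of the loss of Xist, since 95.0% of the 2225 probes within 0.5 of its level in Lin- BM cells stayed well above background on both 1-month arrays. RNA of male recipient cells could give Y-linked signal without Xist, but it predicts Y-linked levels far above those of Lin- BM cells from female donors. The median change of the 4 Y-linked genes was 0.29, with 3 of 4 higher and 0 called by limma over all probes of the slide, because Lin- BM cells carried Y-linked signal too. Cross-hybridization of X-linked RNA could raise that baseline: 0 of 4 Y-linked genes moved in the direction of their homologue (Ddx3x -0.34, Eif2s3x -0.70, Kdm5c 0.58 and Kdm6a -1.43), but of the homologues only Kdm6a was called, so it stays open. Recipient RNA, cross-hybridization, another mix of sexes among the mice behind the Lin- BM cell arrays, and a change of Xist with cell type cannot be told apart. The last 2 were not tested. By FISH, the paper found most donor-derived hepatic cells without a Y chromosome, which a large share of recipient RNA would not predict. That count leaves the absent Xist signal unexplained. At 5 months and in primary hepatocytes, 0 of the 2 Xist probes of that slide were above background on any array. Their 2 sequences are also on the slide of Lin- BM cells, where 1 was well above background on both Lin- BM cell arrays and the other on 1 of them. By the brighter of these, Xist was at least 4.8-fold lower at 5 months than in Lin- BM cells, across slides.

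Kupffer cell genes, a list outside the genes the paper discusses, were higher at 5 months than in primary hepatocytes, with a median log2 change of 0.95 and a range from 0.70 to 4.67 (Marco). In 11 of 11 genes both 5-month arrays lay above both primary hepatocyte arrays, which chance gives for 16.7% of genes. No gene was called by limma (0 over all genes and 0 adjusted over the list alone, while 2810 of 19908 genes had an unadjusted p under 0.05). camera called the list (adjusted p = 4.56e-04) and fry did not (0.395). Of 28 lists tested in this comparison camera called 3, and 0 of these held under fry. The size depends on the primary hepatocyte arrays, whose medians for the list were 0.23 (H2) and 1.37 (H4), against 2.71 and 2.63 at 5 months. Without H2 the median change was 0.43 and without H4 it was 1.51. It was 0.90 with normexp background correction and 0.96 with quantile normalization. Donor-derived Kupffer cells or other blood cells among the sorted cells could raise the list. The rise of the list is the observation itself and so no separate test of them, and they stay open. The median was 0.09 for sinusoidal endothelial genes, 0.98 for proliferation and 0.86 for stellate cell genes. The last 2 were not called by camera and were 0.34 and 0.45 with normexp background correction, so it stays open whether the rise was specific to Kupffer cells. All 11 genes also had signal in primary hepatocytes. At 1 month, across slides, 4 of 9 genes were higher than in primary hepatocytes, but the arrays differed, with a median difference of -1.26 for B1 and 0.66 for B2, so that the median of -0.07 decides nothing. A change in the hepatocytes themselves over 5 months was not tested.

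Immediate early and stress genes, also outside the genes discussed, were higher at 5 months than in primary hepatocytes, with a median log2 change of 1.58 (from -1.12 for Ier2 to 3.13 for Fos) and both 5-month arrays above both primary hepatocyte arrays in 6 of 8 genes. Fos was called by limma (adjusted p = 0.0374), and 6 genes were called when adjusted over the list alone. camera called the list (adjusted p = 6.98e-03) and fry did not (0.0805). The median was 1.00 with normexp background correction and 1.48 to 1.69 with each array left out. Stress of the sorting by flow cytometry could raise them, and it predicts a rise in the 1-month samples too. There the median against primary hepatocytes was 3.28, with 5 of 5 genes higher and 0 called. In 3 of these 5 genes both 1-month arrays lay above both primary hepatocyte arrays. The size of the median rests on 1 array, with a median difference of 6.41 for B1 and 0.15 for B2. The comparison also runs across slides. Sorting and a difference between the livers cannot be told apart with these arrays, since the paper's text describes sorting for the donor-derived cells and does not say whether the primary hepatocytes on the arrays were sorted.

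The changes from Lin- BM cells differed between 1 and 5 months: 1575 genes were called in the direct comparison of 5 months with 1 month. This count was 2703 with normexp background correction and 337 to 767 with each array left out. The difference runs across slides, and array design, slide or labelling batch could give part of it. Spike-in controls, which do not depend on the cells, were read on the log2 scale before the percentile of each array was subtracted. They differed between slides by more than the range within either slide for 2 of 10 probes (by at least 0.93). The other probes differed by -0.95 to 0.31, within that range. Genes were compared after that subtraction, so the spike-in values do not measure a slide effect in the data compared. Among housekeeping genes, 1 of 5 differed between slides by more than the range within either slide. From slide to slide, 4 of 5 moved alike in both pairs of groups. Of the 1549 genes called between 1 month and primary hepatocytes, 84.8% lay towards Lin- BM cells, against 55.6% of as many top genes in simulated groups without a difference. Incomplete maturation predicts this share, and so does the slide that 1-month and Lin- BM cell arrays have in common, so time point and slide cannot be told apart.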

How the results depend on the processing

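The alternatives for genes without a shared probe, for the Kupffer cell and stress lists, and for Y-linked genes within a slide were chosen only after the result was seen. No paired analysis was possible because the replicate numbers do not pair the groups. With 1 array left out, the genes tested were kept as they were, and the array left alone was assumed to vary like the other groups.

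The counts against Lin- BM cells stayed within 1.5 times under quantile normalization, the percentile over all probes of a design, the authors' processed values, the mean of shared probes, a log2 limit of 1, the methods' t-test without adjustment, a fit to the arrays compared and each array left out. The ranges with each array left out were 2297 to 2623 genes higher and 2426 to 2670 lower at 1 month, 2160 to 2527 higher and 2856 to 3155 lower at 5 months. Slide as a block gave identical values within slides by construction. Without the filter on dim probes, 4856 genes were higher at 1 month and 4035 differed between 1 month and primary hepatocytes, where 13230 genes were tested. Over all probes of the slide, 8223 genes were higher and 7548 lower at 1 month, since more genes were tested. With the methods' t-test and Benjamini-Hochberg adjustment, 1295 genes were higher and 974 lower at 1 month, 1660 higher and 1657 lower at 5 months, 1045 higher and 734 lower at both, 0 higher and 1 lower at 5 months than in primary hepatocytes, 2 between 1 month and primary hepatocytes and 14 between the time points. This test does not share the spread across genes.

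The counts between 5 months and primary hepatocytes (51 higher and 45 lower) also moved. They were 351 and 304 with the methods' t-test without adjustment, 25 and 13 in the fit to only the arrays compared, and 1 to 32 higher and 3 to 28 lower with each array left out. The count between 1 month and primary hepatocytes was 683 in the fit to only the arrays compared (against 2070 between the time points, above the 1575 of all arrays), 2435 with normexp background correction and 570 to 1012 with each array left out. Between 5 months and 1 month it was 2703 with normexp background correction and 337 to 767 with each array left out. For these settings the cause was not tested.

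The squared correlation of 5 months with primary hepatocytes was 0.974 with normexp background correction and without the filter on dim probes, and 0.947 to 0.957 with each array left out. That of 1 month with Lin- BM cells was 0.406 with normexp background correction, 0.341 with quantile normalization, 0.586 without the filter and 0.316 to 0.335 with each array left out. The mean correlation of the Lin- BM cell arrays with the others was 0.620 with normexp background correction and 0.757 without the filter, with the same order of joining. The cause was not tested. The median change of Y-linked genes between 5 months and primary hepatocytes was -0.26 and stayed within the spread of replicates under all settings run, with -0.07 under normexp background correction, -0.37 to -0.14 with each array left out and -0.32 over all probes of the slide.

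Of 101 changes of named genes, 73 kept their direction and call under all settings run for them. Among 976 values under other settings, 49 lost a call (41 of them with 1 array left out), 12 gained one and 1 reversed. The reversed value was Kdm6a at 1 month, at 0.04 with normexp background correction against -1.40, and the cause was not tested. Ep300 at 1 month lost its call in the same setting (-0.40). The upper quartile of the signal was lowest on the 1-month arrays, and where neither array of a group was well above background only a bound could be given.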

Differences from the paper's values

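No test in this part was chosen after the result was seen, apart from the arrays left out for genes without a shared probe. The squared correlation of 5-month and primary hepatocytes is printed as about 0.98 in Fig 2C, for 3 groups of genes. For these groups it was 0.968, 0.958 and 0.956 here. Across all genes tested it was 0.961, with 0.947 to 0.974 under the alternatives.

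The paper names Cbx7 among the genes lowered at both time points. At 1 month it was lower but not called, at -1.15 on the log2 scale (SE 0.69, adjusted p = 0.211). It was called in 1 setting, without Lin- BM cell array L4 (-2.14), chosen after seeing the values. At 5 months Cbx7 and Arid1a had no shared probe and could not be compared with Lin- BM cells. Ino80, named as lowered in BM-derived hepatocytes, was not called at 5 months, at -1.38 (SE 0.70, adjusted p = 0.12). It was called there with normexp background correction (-0.68), an alternative set before the data were examined.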

Other observations

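The tests on neighbouring genes and all alternatives within a single slide were chosen only after the result was seen.

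In the main setting, the 6 chromatin modifying enzymes the paper studies by RT-qPCR were all lower on the 1-month arrays than in Lin- BM cells. Ezh2 fell by 3.86 (SE 0.36, adjusted p = 1.54e-04) and Ep300 by 2.06, and both were also called at 5 months (-4.72 and -1.36). Kmt2a fell by 2.44 (adjusted p = 2.27e-03). Kdm6a fell by 1.40 at 1 month and by 0.52 at 5 months, the latter not called. With normexp background correction Kdm6a was at 0.04 at 1 month. Setdb1 (-0.68, adjusted p = 0.0906) and Kdm6b, which encodes JMJD3, were not called. Kdm6b had no shared probe: it changed by -1.18 at 1 month (SE 0.47, adjusted p = 0.0887), called with normexp background correction (-1.05) and without B1 (-1.80), and at -0.56, uncalled, without B2. At 5 months it was 0.46 above primary hepatocytes (adjusted p = 0.509), and 0.23 without H2. By RT-qPCR the paper reports JMJD3 higher and EZH2 lower in BM-derived hepatocytes than in Lin- BM cells. On the 1-month arrays Ezh2 moved in that direction and Kdm6b in the other, uncalled. The paper's text gives no time point for that RT-qPCR.

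Of the hepatic transcription factors measured by RT-qPCR in the paper, Foxa2 was at least 1107-fold higher at 1 month than in Lin- BM cells, and Hnf4a rose by 7.14. Gata4 rose by 0.47 (adjusted p = 0.173), which was not called, except with normexp background correction (0.66) and the mean of its probes (1.13). F8, the gene disrupted in the recipients, rose by 1.81 at 1 month (adjusted p = 0.0206), a call lost without B1, without B2 and over all probes of the slide (1.78, adjusted p = 0.0662). The rise at 1 month was 0.96 without L3 and 2.65 without L4. F8 rose by 3.58 at 5 months (adjusted p = 1e-03), and was 1.24 above primary hepatocytes at 5 months (adjusted p = 0.385). In Lin- BM cells F8 was well above background on 1 of 2 arrays.

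The largest falls among the 96 genes called between 5 months and primary hepatocytes were those of Myom2, Rad51b, Igsf23, Gdpd3 and Abhd1. A candidate explanation is another genetic background of the mice behind the 5-month samples, which predicts called genes beside each other on the chromosomes. Within 10 tested genes of each other there were 13 pairs of called genes, against 9.03 in permuted calls (permutation p = 0.103, one-sided), with shared probes, and 10 against 4.76 (permutation p = 0.0152) with all probes of the slide. Windows of 1, 5, 10 and 20 genes were tried with both sets of probes, and the permutation p ran from 0.0867 to 0.622 with shared probes and from 0.0128 to 0.109 with all probes, without adjustment for these 8 tests. Nnt, which was listed before the data were examined because C57BL/6J mice carry a deletion in it, was 1.86 higher at 5 months than in primary hepatocytes (SE 0.22, higher on both arrays, adjusted p = 0.0761, not called, but called with normexp background correction and without H2 or H4) and changed by -0.24 between Lin- BM cells and 1 month. The paper gives the donors as C57Bl6/J mice, in which that deletion predicts lower Nnt, so the rise does not point to the donor background. For the recipients the paper names another stock, without its Nnt status. RNA of recipient cells among the sorted cells therefore stays open for Nnt. Of the 96 genes, 73 were called in the same direction between 5 months and 1 month, across slides, and 0 in the opposite direction. Both comparisons use the same 5-month arrays, which by itself makes them alike. Another background of the 5-month mice and the time after transplantation both predict such differences and cannot be told apart. The strain of the mice behind the primary hepatocytes is not given in the paper's text.

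The other lists compared between 5 months and primary hepatocytes, among the genes tested, had median log2 changes of 0.25 (lymphocytes), 1.36 (neutrophils), 0.92 (induced acute phase), 0.18 (abundant hepatocyte proteins), -0.05 (housekeeping), 0.44 (male-biased liver genes, called by camera only) and -0.42 (female-biased, 5 genes with signal). The median, mean and test differed in sign for erythroid genes (median -0.05, mean 0.28) and fetal liver genes (median 0.03, mean -0.07), and camera gave both lists as lower without calling them. The Y-linked genes had a median of -0.26 over the 2 genes with a shared probe, with 0 of 2 higher.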
